# Genome-wide characterization and analysis of Golden 2-Like transcription factors related to leaf chlorophyll synthesis in diploid and triploid *Eucalyptus urophylla*

**DOI:** 10.3389/fpls.2022.952877

**Published:** 2022-07-28

**Authors:** Zhao Liu, Tao Xiong, Yingwei Zhao, Bingfa Qiu, Hao Chen, Xiangyang Kang, Jun Yang

**Keywords:** chlorophyll synthesis, co-expression networks, *EgrGLK*, miRNA, polyploid, transcriptome analysis

## Abstract

Golden 2-Like (*GLK*) transcription factors play a crucial role in chloroplast development and chlorophyll synthesis in many plant taxa. To date, no systematic analysis of *GLK* transcription factors in tree species has been conducted. In this study, 40 *EgrGLK* genes in the *Eucalyptus grandis* genome were identified and divided into seven groups based on the gene structure and motif composition. The *EgrGLK* genes were mapped to 11 chromosomes and the distribution of genes on chromosome was uneven. Phylogenetic analysis of *GLK* proteins between *E. grandis* and other species provided information for the high evolutionary conservation of *GLK* genes among different species. Prediction of *cis*-regulatory elements indicated that the *EgrGLK* genes were involved in development, light response, and hormone response. Based on the finding that the content of chlorophyll in mature leaves was the highest, and leaf chlorophyll content of triploid *Eucalyptus urophylla* was higher than that of the diploid control, *EgrGLK* expression pattern in leaves of triploid and diploid *E. urophylla* was examined by means of transcriptome analysis. Differential expression of *EgrGLK* genes in leaves of *E. urophylla* of different ploidies was consistent with the trend in chlorophyll content. To further explore the relationship between *EgrGLK* expression and chlorophyll synthesis, co-expression networks were generated, which indicated that *EgrGLK* genes may have a positive regulatory relationship with chlorophyll synthesis. In addition, three *EgrGLK* genes that may play an important role in chlorophyll synthesis were identified in the co-expression networks. And the prediction of miRNAs targeting *EgrGLK* genes showed that miRNAs might play an important role in the regulation of *EgrGLK* gene expression. This research provides valuable information for further functional characterization of *GLK* genes in *Eucalyptus*.

## Introduction

Golden 2-Like (*GLK*) transcription factors are members of the GARP family (Riechmann et al., 2000; Xiao et al., 2019). Most *GLK* genes contain two highly conserved domains: a MYB DNA-binding domain and a C-terminal (GCT) box (Rossini et al., 2001). A *GLK* gene was first identified in maize (*Zea mays* L.) and, subsequently, numerous *GLK* genes were detected in *Arabidopsis thaliana*, rice (*Oryza sativa* L.), and tomato (*Solanum lycopersicum*; Fitter et al., 2002; Powell et al., 2012; Bhutia et al., 2020). The *GLK* transcription factors play crucial roles in chloroplast development and chlorophyll synthesis in many plant taxa (Bravo-Garcia et al., 2009; Chen et al., 2016).

Although the function of *GLK* genes is conserved, different genetic regulatory mechanisms may operate in different species. There are three types of chloroplasts in C_4_ plants: C_4_ bundle sheath cells, C_4_ and C_3_ mesophyll cells (Langdale and Nelson, 1991). The spatially tissue-specific expression of different *GLK* genes in maize might represent a specialization required for the development of distinct bundle sheath and mesophyll chloroplasts (Rossini et al., 2001). However, in *Cleome gynandra*, different *GLK* genes are both expressed in bundle sheath and mesophyll cells (Wang et al., 2013). In the C_3_ plant *Arabidopsis*, *GLK* genes play a redundant role in regulating chloroplast development. Single-insertion mutants showed normal phenotypes in most photosynthetic tissues, whereas in double mutants all photosynthetic tissues and chloroplasts were pale green (Fitter et al., 2002). In addition, two typical *GLK* genes were found in tomato, both of which are expressed in the leaves, but only one is predominantly expressed in fruit (Powell et al., 2012; Nguyen et al., 2014). In many plant species, *GLK* genes act as transcriptional regulators of chloroplast development. However, to date, no study of *GLK* genes in forest tree species has been conducted.

*Eucalyptus* is a genus of fast-growing tree species that are widely planted around the world (Booth et al., 2017; Deng et al., 2020). These trees provide raw materials for pulp and paper manufacturing, and have the advantage of fixing large amounts of atmospheric carbon (Pérez et al., 2006; Hii et al., 2017; Vilasboa et al., 2019). Compared with diploid individuals, polyploid plants usually exhibit superior growth and carbon absorption, which reflects improved photosynthetic efficiency after polyploidization (Liao et al., 2016; Li et al., 2019). Therefore, polyploid *Eucalyptus* is potentially important to improve plant biomass accumulation and to mitigate global warming. Photosynthesis occurs mainly in chloroplasts (Gan et al., 2019). *GLK* family genes are associated with chloroplast development and chlorophyll synthesis in many plant taxa (Chen et al., 2016). However, after whole-genome duplication, the gene dosage effect and epigenetic modification may affect gene expression and ultimately lead to trait variation (Allario et al., 2013; Zhang et al., 2015). For example, in triploid poplar, genes associated with chlorophyll synthesis are upregulated as a result of the gene dosage effect, which lead to increase in chlorophyll content (Du et al., 2020). The effect of *GLK* genes on chloroplast development and chlorophyll synthesis in *Eucalyptus* of different ploidies remains to be studied.

In this study, 40 *GLK* family genes were identified by genome-wide analysis of the genome of *Eucalyptus grandis*. The chromosomal distribution, phylogenetic relationships, conserved motifs, intron and exon structure, and *cis*-acting regulatory elements of *GLK* genes were analyzed. In combination with analysis of the chlorophyll content in *E. urophylla* of different ploidies, the effect of *GLK* family genes on chlorophyll synthesis was studied based on RNA-sequencing data and co-expression network analysis. In addition, putative miRNAs targeting *EgrGLK* genes were also been predicted. The results are important to enhance understanding of the *GLK* gene family and provide a reference for studying the molecular mechanism of the increase in chlorophyll content in polyploid plants.

## Materials and methods

### Identification of *GLK* genes in *Eucalyptus grandis*

The analysis done in this study was presented in Supplementary Figure S1 in the form of flow chart. To identify the *GLK* genes of *E. grandis*, genomic data were downloaded from the Phytozome database.^1^ Using published *GLK* protein sequences from *Arabidopsis*, maize, and tomato as query sequences (Liu et al., 2016; Alam et al., 2022; Wang et al., 2022), the *GLK* protein sequences in the *E. grandis* reference genome were identified with the BLASTP tool (*E*-value: 1e^−5^). The identified sequences were submitted to the SMART online tool^2^ and the NCBI Web CD-Search Tool^3^ for further confirmation of *GLK* proteins. The protein sequences that included a *GLK* domain (PF00249) were retained and designated *EgrGLK*. The physical parameters and subcellular localization of these proteins were predicted with the ExPASy^4^ and WoLF PSORT^5^ online tools.

### Chromosomal location and gene duplication

The location of genes on chromosome and the analysis of gene duplication can provide us with more genetic information about the *EgrGLK* genes. Information on the chromosomal location of each *EgrGLK* gene was extracted from the Phytozome database and the identified *EgrGLK* genes were mapped to individual chromosomes using TBtools (Chen et al., 2020). The duplication landscape of *EgrGLK* genes and cross-species collinearity of *GLK* genes was confirmed with MCScanX software (Wang et al., 2012). The parameters non-synonymous mutations (*K*_a_), synonymous mutations (*K*_s_) and estimated evolutionary constraints (*K*_a_/*K*_s_) among the *EgrGLK* genes were calculated using TBtools (Chen et al., 2020).

### Phylogenetic analysis

To explore the evolutionary relationships of *GLK* proteins in plants, a phylogenetic tree was constructed derived from the *EgrGLK* protein sequences and published *GLK* protein sequences from *Arabidopsis*, maize, and tomato. A multiple sequence alignment of the sequences was generated with ClustalX (Thompson et al., 1997). A phylogenetic tree with 1,000 bootstrap replicates was generated using the neighbor-joining method with MEGAX software (Kumar et al., 2018). The tree was manipulated with the iTOL online tool.^6^

### Analysis of gene structure, conserved motifs, and *cis*-acting regulatory elements

Structure, conserved motifs and *cis*-elements of genes can provide important information for understanding gene function. The structure of the *EgrGLK* genes was analyzed with the GSDS platform^7^ for prediction of introns and exons. The conserved motifs of the *EgrGLK* proteins were predicted using the MEME Suite online tool.^8^ The identified motifs were annotated using the NCBI Web CD-Search Tool. The nucleotide sequence 2000 bp upstream of the start codon for the *EgrGLK* genes was extracted from the *E. grandis* reference genome, and the sequences were submitted to the PlantCARE database^9^ for prediction of *cis*-acting regulatory elements. Conserved motifs, gene structure, and *cis*-element information were visualized using TBtools (Chen et al., 2020).

### Measurement of chlorophyll content

To explore the effect of polyploidization on chlorophyll content in plant leaves, triploid *E. urophylla* obtained by sexual polyploidization and its diploid control were used as materials for measurement of chlorophyll content (Yang et al., 2018). Five clones of triploid and diploid *E. urophylla* were selected. Young leaves at the shoot tips, fully expanded mature leaves, and senescent leaves were randomly selected. The chlorophyll content was determined following the method described by Du et al. (2020). Fresh leaf tissue (1 g), 5 ml of 95% ethanol, and a small amount of quartz sand and calcium carbonate were mixed and ground into a homogenate. An additional 5 ml of 95% ethanol was added and ground further. After standing for 3 min, the homogenate was filtered into a 50 ml brown volumetric flask and diluted to 50 ml with 95% ethanol. Absorbance (*A*) was measured at 645 and 663 nm using a spectrophotometer (Ultrospec 6300 Pro, Biochrom, Cambridge, United Kingdom). The chlorophyll content (mg/g) was calculated with the formula 8.02 × *A*_663_ + 20.20 × *A*_645_.

### Transcriptome analysis

In order to reveal the reasons for the changes of chlorophyll content in plant leaves after polyploidization, terminal buds, young leaves, mature leaves, and senescent leaves were collected from the triploid and diploid *E. urophylla* clones. Total RNA was extracted using the TRIzol Kit (Invitrogen, Carlsbad, CA, United States). The cDNA libraries were prepared using the TruSeq Stranded Total RNA HT Sample Prep Kit (Illumina, San Diego, CA, United States). Following the manufacturer’s recommended protocol, transcriptome sequencing was performed on an Illumina HiSeq 4000 platform by Lc-bio technologies Co., Ltd. (Hangzhou, China). The abundance of transcripts was expressed as reads per kilobase per million mapped reads. The transcriptome data for *EgrGLK* genes was log_2_-transformed. The expression patterns and differential expression among *E. urophylla* clones of different ploidies were visualized by means of a heatmap with TBtools (Chen et al., 2020). In addition, *EgrGLK* genes in leaves were annotated based on the GO database^10^ to understand their functions.

### Co-expression network construction

Co-expression networks were generated to identify which *EgrGLK* genes might play an important role in chlorophyll synthesis. Transcriptome data for genes associated with chlorophyll synthesis and *EgrGLK* genes were subjected to a Pearson correlation analysis. Genes with a Pearson correlation coefficient within the appropriate range (*r* ≥ 0.6 or ≤ −0.6) were selected to generate a co-expression network using Cytoscape software (Kohl et al., 2011).

### qRT-PCR

To determine the reliability of the RNA-seq data, 5 *EgrGLK* genes in leaves were selected for qRT-PCR analysis. Terminal buds, young leaves, mature leaves, and senescent leaves of triploid and diploid *E. urophylla* were used for qRT-PCR analysis. qPCR was subsequently performed using a TransStart® Tip Green qPCR SuperMix (TransGen Biotech, Beijing, China) in 25 μl volume on the 7500 Fast real-time PCR system (Thermo Fisher, Singapore) according to the manufacturer’s instructions. Three technical replicates and three biological replicates were performed on all reactions. The primers and reference gene used for qRT-PCR analysis are listed in Supplementary Table S1.

### Prediction of miRNAs targeting *EgrGLK* genes

To understand the regulation of gene expression at the post-transcriptional level, we predicted the putative miRNAs targeting *EgrGLK* genes. The miRNA sequences of *E. grandis* were downloaded from a previous study, and the miRNAs found in leaves were used for analysis (Lin et al., 2018). The miRNAs targeting *EgrGLK* genes were predicted by submitting the miRNAs and *EgrGLK* genes to psRNATarget.^11^ Cytoscape was used to establish the regulatory network of miRNAs and *EgrGLK* genes (Kohl et al., 2011).

## Results

### Identification and analysis of *GLK* genes in *Eucalyptus grandis*

A total of 40 putative *GLK* proteins were identified in the *E. grandis* genome database (Table 1 and Supplementary Table S2). The online tools NCBI Web CD-Search and SMART were used to verify the identity of the proteins to ensure that they contained conserved *GLK* domains (Supplementary Table S3). The verified proteins were designated *EgrGLK1* to *EgrGLK40*. The molecular weight and isoelectric point of each *EgrGLK* protein are listed in Table 1. The proteins ranged in size from 102 aa (*EgrGLK16*) to 689 aa (*EgrGLK12*). The molecular weight ranged from 11.69 kDa (*EgrGLK16*) to 74.96 kDa (*EgrGLK12*). The isoelectric point ranged from 4.77 (*EgrGLK4*) to 10.22 (*EgrGLK16*). In addition, 38 of the 40 *EgrGLK* proteins were predicted to be localized in the nucleus.

**Table 1:** Physical parameters of *GLK* transcription factors in *Eucalyptus grandis*.

Name	Gene ID	Chromosome	Start	End	PI	Mw (kDa)	Strand	CDS length (bp)	Protein length (aa)	Location
*EgrGLK1*	Eucgr.A00189.1.v2.0	Chr01	7805221	7809813	5.81	72504.39	+	2,007	669	Nuclear
*EgrGLK2*	Eucgr.A01323.1.v2.0	Chr01	8233113	8239446	5.21	53070.55	+	1,455	485	Nuclear
*EgrGLK3*	Eucgr.A01857.1.v2.0	Chr01	33608330	33612765	6.01	50954.1	−	1,404	468	Nuclear
*EgrGLK4*	Eucgr.A01921.1.v2.0	Chr01	34530669	34532062	4.77	19053.88	−	516	172	Nuclear
*EgrGLK5*	Eucgr.A02031.1.v2.0	Chr01	35741939	35746799	5.83	24059.79	+	639	213	Nuclear
*EgrGLK6*	Eucgr.A02082.1.v2.0	Chr01	36277691	36280320	6.82	41747.57	+	1,134	378	Nuclear
*EgrGLK7*	Eucgr.A02201.1.v2.0	Chr01	37382917	37384778	9.25	32763.84	−	930	310	Nuclear
*EgrGLK8*	Eucgr.A02444.1.v2.0	Chr01	39776908	39779403	7.63	42957.85	−	1,155	385	Nuclear
*EgrGLK9*	Eucgr.B02155.1.v2.0	Chr02	40667707	40672664	5.20	40932.61	−	1,116	372	Nuclear
*EgrGLK10*	Eucgr.B02313.1.v2.0	Chr02	42073119	42074948	4.77	37255.93	−	1,011	337	Nuclear
*EgrGLK11*	Eucgr.B02627.1.v2.0	Chr02	46202988	46206837	8.19	31746.74	−	861	287	Nuclear
*EgrGLK12*	Eucgr.C00380.1.v2.0	Chr03	6065170	6069823	5.61	74964.13	−	2,067	689	Nuclear
*EgrGLK13*	Eucgr.C04050.1.v2.0	Chr03	83173778	83177867	7.60	55374.64	+	1,512	504	Nuclear
*EgrGLK14*	Eucgr.C04155.1.v2.0	Chr03	78649962	78652848	6.60	52138.75	+	1,440	480	Nuclear
*EgrGLK15*	Eucgr.D00972.2.v2.0	Chr04	21132122	21137252	6.50	33078.83	+	927	309	Nuclear
*EgrGLK16*	Eucgr.D01346.1.v2.0	Chr04	17250462	17250970	10.22	11689.9	+	306	102	Mitochondrial
*EgrGLK17*	Eucgr.D02225.1.v2.0	Chr04	35765713	35770752	9.33	41990.75	+	1,128	376	Nuclear
*EgrGLK18*	Eucgr.D02611.1.v2.0	Chr04	40020902	40024966	9.04	32064.09	−	882	294	Nuclear
*EgrGLK19*	Eucgr.E00234.1.v2.0	Chr05	2267724	2273201	9.14	43135.71	−	1,167	389	Nuclear
*EgrGLK20*	Eucgr.E00246.1.v2.0	Chr05	2412510	2421762	9.17	38620.75	−	1,041	347	Nuclear
*EgrGLK21*	Eucgr.E00308.1.v2.0	Chr05	2880990	2887358	5.50	62253.87	−	1,674	558	Nuclear
*EgrGLK22*	Eucgr.E02754.1.v2.0	Chr05	48944350	48945391	5.59	21601.73	+	573	191	Nuclear
*EgrGLK23*	Eucgr.E04232.1.v2.0	Chr05	74981964	74988000	5.69	36040.02	+	990	330	Nuclear
*EgrGLK24*	Eucgr.F02896.1.v2.0	Chr06	41128595	41132747	6.70	49407.98	+	1,353	451	Nuclear
*EgrGLK25*	Eucgr.F04055.1.v2.0	Chr06	51329899	51336284	5.62	54973.18	+	1,497	499	Nuclear
*EgrGLK26*	Eucgr.F04475.1.v2.0	Chr06	57276036	57278443	6.59	39694.62	+	1,077	359	Nuclear
*EgrGLK27*	Eucgr.G01503.1.v2.0	Chr07	24195911	24199198	6.48	44709.24	−	1,224	408	Nuclear
*EgrGLK28*	Eucgr.G02094.1.v2.0	Chr07	40710921	40719657	5.99	72986.17	−	2,034	678	Nuclear
*EgrGLK29*	Eucgr.G02343.1.v2.0	Chr07	44100593	44103437	7.04	43255.47	−	1,185	395	Nuclear
*EgrGLK30*	Eucgr.G02494.1.v2.0	Chr07	45799252	45801435	6.57	39241.02	+	1,062	354	Nuclear
*EgrGLK31*	Eucgr.H00055.1.v2.0	Chr08	4287466	4292435	6.08	33816.32	−	942	314	Cytoplasmic
*EgrGLK32*	Eucgr.H01993.1.v2.0	Chr08	20710917	20713708	6.00	48317.01	+	1,278	426	Nuclear
*EgrGLK33*	Eucgr.H04693.1.v2.0	Chr08	65832185	65836257	5.64	64221.54	−	1719	573	Nuclear
*EgrGLK34*	Eucgr.I01178.1.v2.0	Chr09	22723451	22725940	5.59	40274.79	−	1,113	371	Nuclear
*EgrGLK35*	Eucgr.J00182.1.v2.0	Chr10	1909756	1911619	8.59	45164.48	+	1,215	405	Nuclear
*EgrGLK36*	Eucgr.J01904.1.v2.0	Chr10	24412949	24413573	9.37	15323.26	−	411	137	Nuclear
*EgrGLK37*	Eucgr.K01056.1.v2.0	Chr11	13546489	13549812	6.12	48814.58	−	1,380	460	Nuclear
*EgrGLK38*	Eucgr.K01476.1.v2.0	Chr11	18158377	18161567	7.00	45984.74	+	1,260	420	Nuclear
*EgrGLK39*	Eucgr.K01670.1.v2.0	Chr11	19659447	19661493	6.43	32447.42	−	906	302	Nuclear
*EgrGLK40*	Eucgr.K02966.2.v2.0	Chr11	37110402	37113349	6.48	41802.11	+	1,101	367	Nuclear

### Chromosomal location and duplication of *EgrGLK* genes

Based on chromosomal position data, the 40 *EgrGLK* genes were mapped to 11 chromosomes (Figure 1). The distribution of *EgrGLK* genes on chromosome was uneven. Chr1 carried eight genes, whereas Chr9 contained only one gene. The longest chromosome, Chr3, contained three genes, only one gene more than the shortest chromosome (Chr10). The number of *EgrGLK* genes on the other chromosomes ranged from three to five. Thus, no correlation between chromosome length and *EgrGLK* gene number was apparent. Investigation of potential duplication events identified five duplicated pairs of *EgrGLK* genes as the products of segmental duplication (Figure 1 and Supplementary Table S4). In addition, the synteny relationships were displayed by comparing the genome of *E. grandis* with those of the other three species (Figure 2). These species include two dicotyledons (*Arabidopsis* and tomato) and one monocotyledon (maize). A total of 41, 39 and 9 homologous gene pairs were identified between *E. grandis* and the three species, respectively. To estimate the type of evolutionary selection on the duplicated *EgrGLK* genes, the *K*_a_, *K*_s_, and *K*_a_/*K*_s_ ratio among the gene pairs were calculated (Supplementary Table S4), which indicated that all gene pairs were subject to purifying selection (*K*_a_/*K*_s_ < 1).

**Figure 1:**
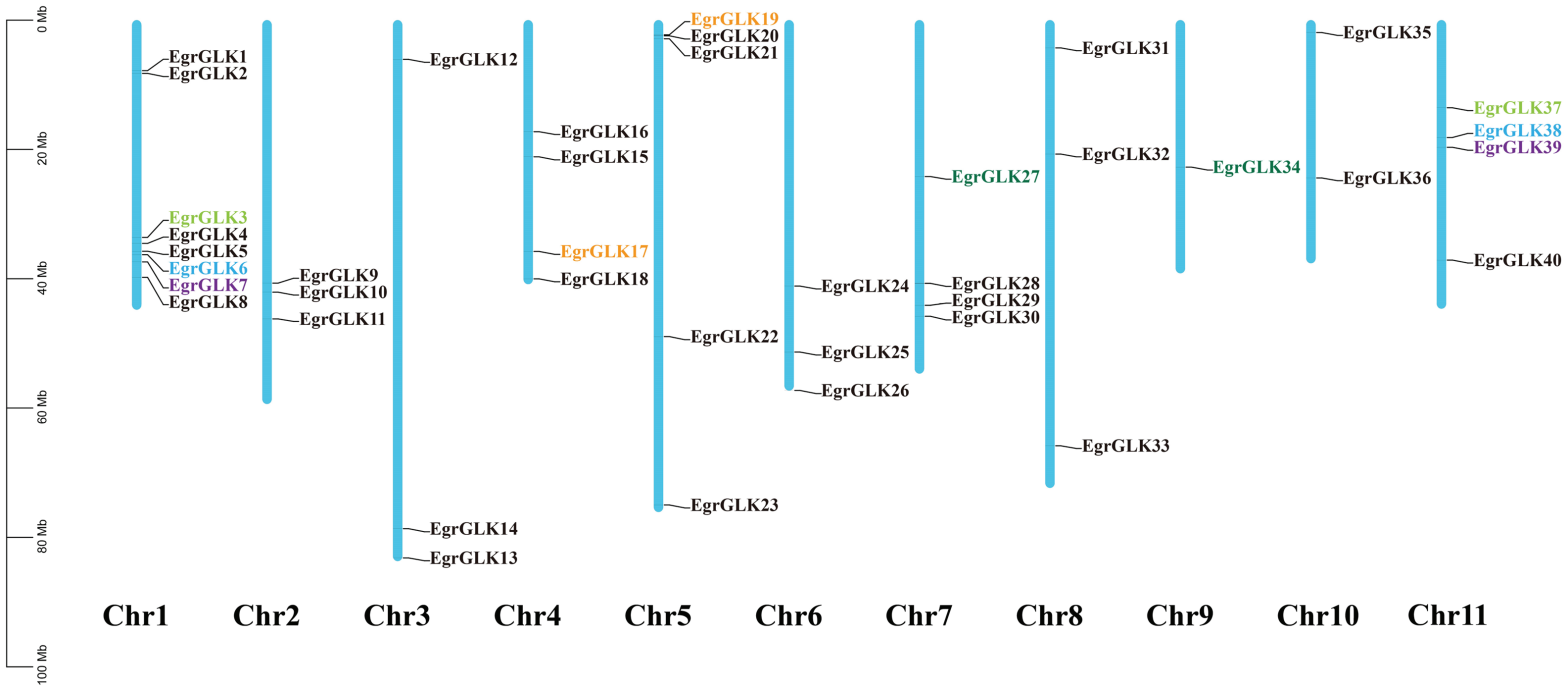
Chromosomal location of *EgrGLK* genes in *Eucalyptus grandis*. Genes of the same color represents a pair of segmented duplicated genes, and genes of different colors represent different gene pairs. No segmental duplication in black genes.

**Figure 2:**
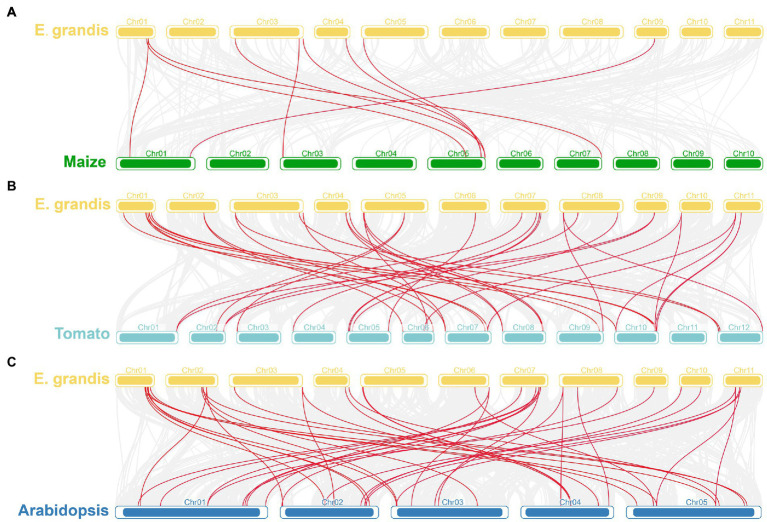
Synteny analysis of *GLK* genes in different plants. Synteny analyses of *GLK* genes between *E. grandis* and maize **(A)**, tomato **(B)**, and *Arabidopsis* **(C)**. Red lines indicate the homologous *GLK* genes between *E. grandis* genome and other plant genomes.

### Phylogenetic relationships of *EgrGLK* proteins

To explore the evolutionary relationships of *GLK* proteins in plants and classify the identified *EgrGLK* proteins, a neighbor-joining tree was constructed. The *EgrGLK* proteins were clustered into seven groups based on their grouping with *Arabidopsis*, maize, and tomato *GLK* proteins (Figure 3). The *GLK* proteins from all four species were clustered in each group, but the 40 *EgrGLK* proteins were unevenly distributed. Eight *EgrGLK* proteins were clustered in group VII, which was double the number of *EgrGLK* proteins in groups IV and VI. Six, six, seven, and five *EgrGLK* proteins were included in groups I, II, III, and V, respectively. *EgrGLK* proteins were distributed in each group, which provided information on the orthologous relationships and strong evolutionary conservation among *GLK* proteins of different species.

**Figure 3:**
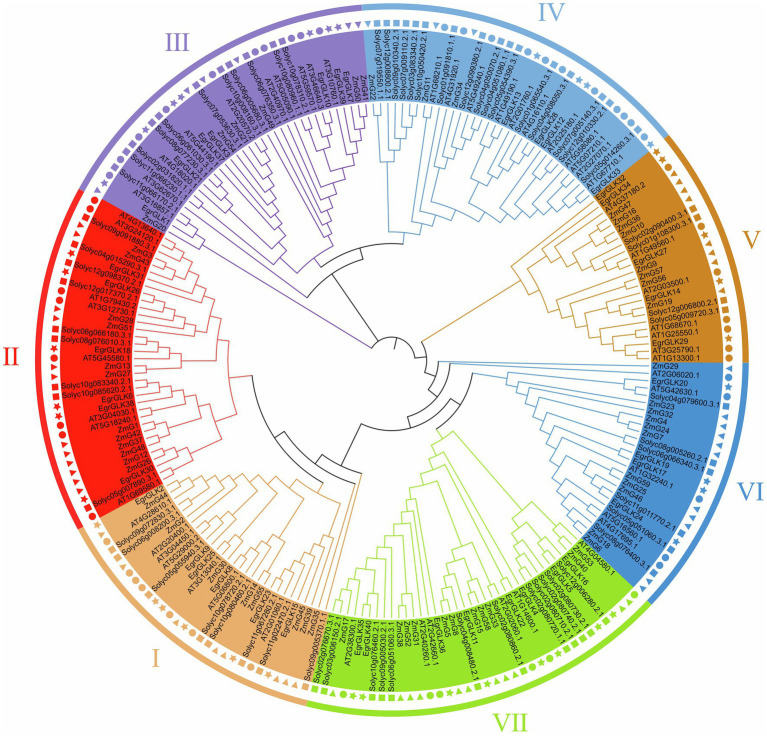
Phylogenetic analysis of *GLK* proteins from *E. grandis*, maize, *Arabidopsis*, and tomato. Different *GLK* protein groups are indicated by different colors. The star, triangle, circle, and square represent *E. grandis*, maize, *Arabidopsis*, and tomato *GLK* proteins, respectively.

### Analysis of gene structure and conserved motifs of *EgrGLK* genes

To further explore evolutionary relationships among the *EgrGLK* genes, a phylogenetic tree was generated for the 40 *EgrGLK* protein sequences. The proteins were resolved into seven groups (Figure 4A). The conserved motifs of the proteins were analyzed using the online MEME tool, and the conserved sequences of each motif are shown in Supplementary Table S5. Seven putative motifs were functionally annotated, which were defined as MYB-SHAQKYF for motif 1, components of the conserved *GLK* domain for motifs 2 and 10, MYB-CC-LHEQLE for motif 3, and the REC superfamily for motifs 4, 5, and 7. No functional annotation was assigned for the remaining three putative motifs (Figure 4B). The MYB-SHAQKYF motif was observed to be a component of the conserved *GLK* domain. All *EgrGLK* proteins contained motifs 1 and 2, which indicated that these two motifs constituted the basic *GLK* domain associated with the typical function. The proteins contained different motifs in accordance with the phylogenetic grouping. Motif 3 was only detected in group I, motifs 4, 5, and 7 were coincident in group VII, and motifs 6 and 9 were mostly present in groups IV and III, respectively. Motif 8 was only detected in *EgrGLK19*, *EgrGLK20*, and *EgrGLK28*. Motif 10 was only identified in group VI, which was the only group to contain three conserved *GLK* motifs. In general, proteins in the same group contained basically the same conserved motifs, indicating that these proteins perform similar functions within a group.

**Figure 4:**
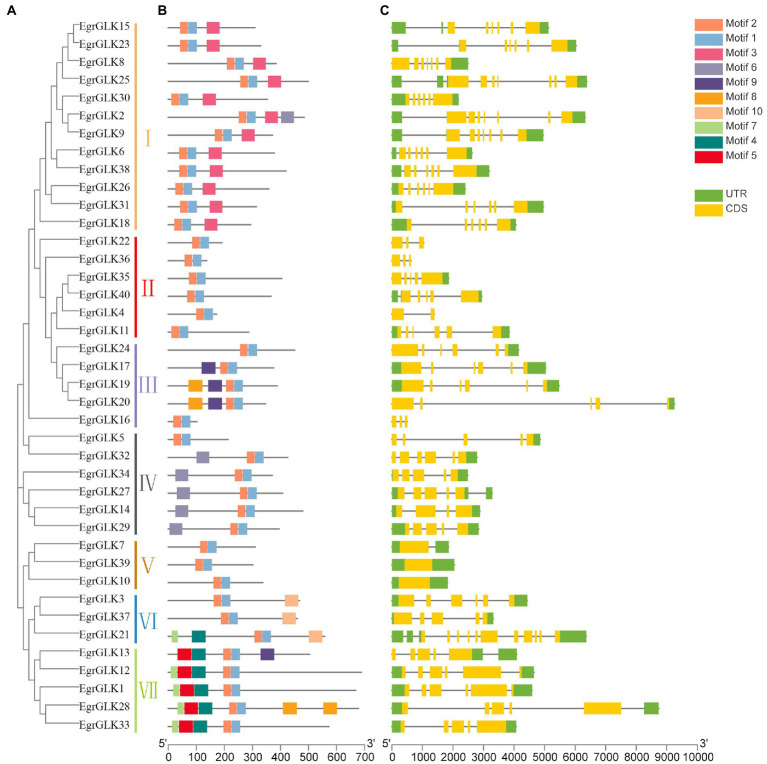
Phylogenetic tree, conserved motifs, and gene structure of *EgrGLK* genes of *E. grandis*. **(A)** Phylogenetic reconstruction for *EgrGLK* proteins. **(B)** Ten conserved motifs indicated by different colors. **(C)** Gene structure with exons and introns indicated.

To examine the structural variation among the *EgrGLK* genes, the exon–intron organization of each *EgrGLK* gene was assessed based on the phylogenetic classification (Figure 4C). Differences in the number of introns between genes were observed in different groups. No introns were detected in group V, and the gene (*EgrGLK21*) with the most introns was classified in group VI. In group II, the intron number ranged from one to five. In addition, most *EgrGLK* genes that were clustered in the same phylogenetic group showed similar exon–intron structures.

### Analysis of *cis*-regulatory elements in the promoter regions of *EgrGLK* genes

The presence of *cis*-acting regulatory elements in promoter regions is important for the expression of downstream target genes and the regulation of transcription factor interaction. Therefore, *cis*-regulatory elements related to development, light response, and hormone response in the promoter regions of the *EgrGLK* genes were investigated (Supplementary Table S6 and Figure 5). The most abundant putative *cis*-elements were involved in hormone response and comprised ABRE, CGTCA-motif, TGACG-motif, TCA-element, TATC-box, and AuxRR-core elements. The ABRE elements were distributed in the promoter regions of 33 *EgrGLK* genes and are involved in abscisic acid response. The CGTCA-motif and TGACG-motif are involved in methyl jasmonate response; thus, *cis*-regulatory elements responsive to methyl jasmonate were the most frequent. Three types of light-responsive elements were identified, namely ACE, G-box, and C-box. Among all *cis*-regulatory elements identified, G-box elements were the most widely distributed and were identified in 34 *EgrGLK* genes, which indicated that many *EgrGLK* genes may be sensitive to light. In addition, five *cis*-elements involved in development were identified, comprising CAT-box, circadian, GCN4-motif, RY-element, MSA-like elements and motif I elements. These elements are involved in plant growth, cell division, and diverse plant-specific tissues. Notably, many *cis*-regulatory elements consisted of two or more copies in the 2 kb upstream region, which may enhance their binding to the corresponding transcription factors.

**Figure 5:**
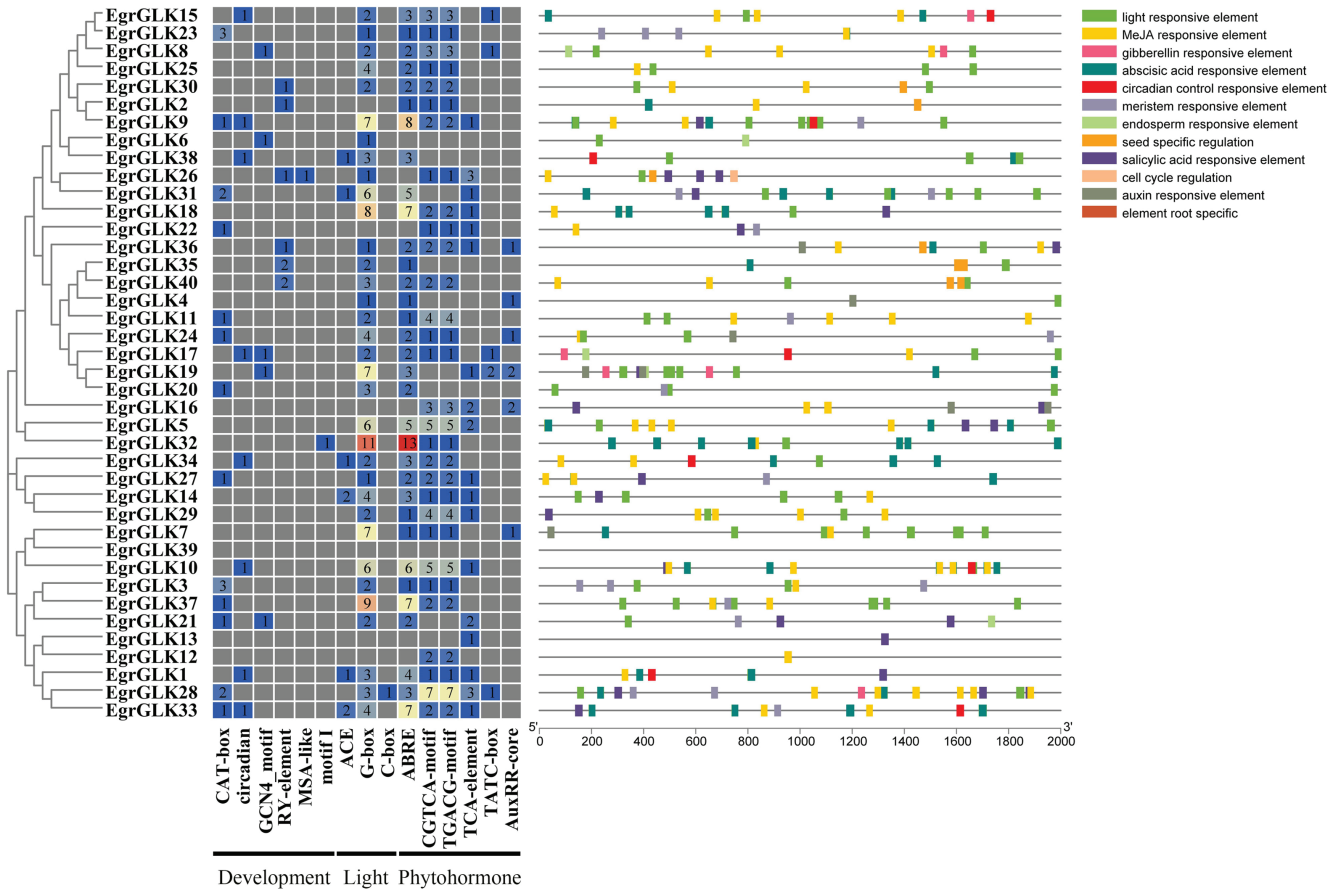
Analysis of *cis*-acting regulatory element in promoter regions of *EgrGLK* genes of *E. grandis*. Numerals in different color boxes indicate the number of the main *cis*-elements of *EgrGLK* genes. *Cis*-elements of different responsive types are indicated by different colors.

### Leaf chlorophyll content of diploid and triploid *Eucalyptus urophylla*

Triploid *E. urophylla* and its diploid control were used to measure the chlorophyll content in young, mature, and senescent leaves (Figure 6). The trend in chlorophyll content of the different leaves of the diploid and triploid clones was identical. With increase in leaf age, the chlorophyll content initially increased and then decreased, thus the chlorophyll content was highest in mature leaves. The leaf chlorophyll content was higher in the triploid than in the diploid, and in young and mature leaves the chlorophyll content of the triploid was significantly higher than that of the diploid.

**Figure 6:**
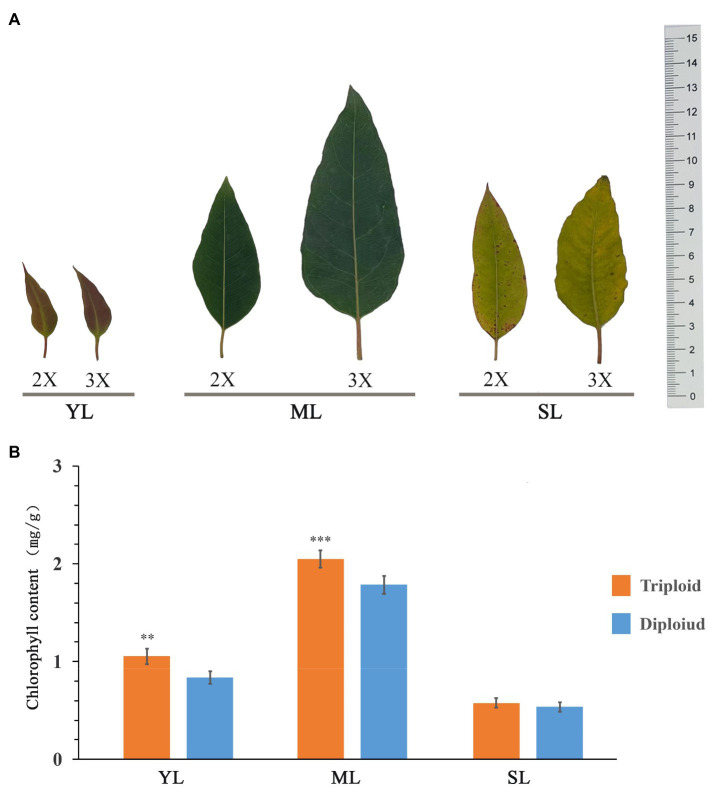
Measurement of chlorophyll content in leaves of *E. urophylla*. Phenotype **(A)** and chlorophyll content **(B)** of young leaves (YL), mature leaves (ML), and senescent leaves (SL) of diploid (2X) and triploid (3X) clones.

### Expression analysis of *EgrGLK* genes in leaves of diploid and triploid *Eucalyptus urophylla*

To explore the influence of *EgrGLK* gene expression on chlorophyll synthesis in diploid and triploid *E. urophylla*, transcriptome data from leaves of four developmental stages (terminal buds, young leaves, mature leaves, and senescent leaves) were used to analyze the transcript abundance. 

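Transcript levels differed between the triploid and the diploid at every stage. Of 19174 genes tested with limma, 9366 differed in terminal buds (2677 higher and 6689 lower in the triploid) and 4480 in young leaves (2195 and 2285). In mature leaves 12448 genes differed (8122 and 4326), and in senescent leaves 11527 (7685 and 3842). With edgeR on the counts, 7861, 3315, 12025 and 9230 genes differed at these stages, the last with counts of 1 diploid library against 3 triploid ones and the spread taken from the other groups. A shift shared by most genes lay under these counts. Over 11530 genes measured well in every library, the triploid libraries lay lower by a median log2 of 0.20 in terminal buds, and higher by 0.36 in mature leaves and 0.33 in senescent leaves. In young leaves the shift was 0.014. Part of the shift in terminal buds comes from diploid library 3, with a log2 scaling factor of 0.205 against −0.004 and −0.022 in diploid libraries 1 and 2. The triploid factors there were −0.135, −0.123 and −0.159. After each library was scaled by its median ratio, the called genes split into 4152 higher and 4671 lower in terminal buds (47.1% higher, against 28.6% without the scaling). The split became 5771 and 6486 in mature leaves (47.1% higher, against 65.2%) and 5633 and 5830 in senescent leaves (49.1%, against 66.7%). The 100 most abundant transcripts held 40.8 ± 0.44% of all FPKM in diploid mature leaves and 33.7 ± 1.07% in triploid ones (SD, n = 3), and 34.0 ± 0.42% and 22.4 ± 1.18% in senescent leaves. Each stage and ploidy had 3 libraries, 24 in all, and the young leaves are called juvenile leaves in the labels of the libraries. Diploid terminal bud library 3 and diploid young leaf libraries 1 and 3 stood apart from their groups, with an SD of log2 deviations of 0.32, 0.25 and 0.24. Diploid terminal bud library 1 came next, at 0.223. Diploid young leaf library 2, at 0.137, lay between libraries 1 and 3, which differed most from each other. Without the 3 libraries that stood apart 9836 genes differed in terminal buds, 13225 in mature leaves and 12415 in senescent leaves. In young leaves their removal leaves 1 diploid library, so no count is given there. The labels give the ploidy and do not state how many clones it stands for or whether the 3 libraries of a group come from different trees, so the p-values measure the spread between these libraries. All triploid libraries share a title code and all diploid ones share another, and what a code stands for is not stated. Ploidy thus cannot be told apart from other differences between the plants sampled. A ploidy effect below means only the difference between the triploid and the diploid libraries.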

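*EgrGLK3* (Eucgr.A01857, chromosome 1, 33608330 to 33612765) is annotated as the transcription activator GLK1, and *EgrGLK37* (Eucgr.K01056, chromosome 11, 13546489 to 13549812) as GLK2, the factors that turn on genes of chloroplast development. Other members of the family carry other names. *EgrGLK5*, *EgrGLK17*, *EgrGLK19*, *EgrGLK20* and *EgrGLK24* are annotated as KANADI factors, which set the lower face of leaves. *EgrGLK1*, *EgrGLK12*, *EgrGLK13*, *EgrGLK28* and *EgrGLK33* are annotated as response regulators of cytokinin signalling, *EgrGLK2* and *EgrGLK31* as PHR1 factors of the phosphate starvation response, and *EgrGLK7*, *EgrGLK10* and *EgrGLK39* as the clock proteins PCL1 or BOA. Of the 40 genes named *EgrGLK*, *EgrGLK4*, *EgrGLK16*, *EgrGLK22* and *EgrGLK36* were not analysed here. The other 36 also passed each stricter limit tried: at least 1 FPKM in at least 3 libraries, and a mean of at least 0.5 FPKM over the 24 libraries. The FPKM values were taken as the authors computed them for 26033 genes of the *E. grandis* annotation.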

The transcripts of 36 *EgrGLK* genes were detected in the leaves. Then, the GO term classification and enrichment analysis of 36 *EgrGLK* genes were performed. The first twenty GO terms were shown in the Supplementary Figure S2 according to the significance of enrichment. And the most enriched five GO terms were ‘regulation of transcription’, ‘DNA-binding transcription factor activity’, ‘transcription’, ‘DNA binding’ and ‘nucleus’. Among them, there were 35 and 33 *EgrGLK* genes involved in ‘nucleus’ and ‘regulation of transcription’, respectively, indicating that *EgrGLK* genes mainly functions as transcription factors in the nucleus.

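In the annotation that comes with the transcript values, *EgrGLK37* carries the terms chloroplast organization and regulation of chlorophyll biosynthetic process, and *EgrGLK1* (Eucgr.A00189, chromosome 1, 7805221 to 7809813), annotated as the cytokinin response regulator ARR2, carries the latter. No other *EgrGLK* gene carries a term on chloroplast organization or chlorophyll. The term nucleus is attached to 97.2% of the 36 *EgrGLK* genes and to 27.0% of the 21236 annotated genes in the table (Fisher's exact test, p = 3.1e-19, adjusted p = 3.1e-19). A term on the regulation of transcription is attached to 35 *EgrGLK* genes and to 1649 annotated genes (Fisher's exact test, p = 3.4e-38, adjusted p = 1.4e-37), and DNA binding to 25 *EgrGLK* genes and 1164 annotated genes (p = 7.8e-24, adjusted p = 1e-23). These terms come from the annotation and involve no measurement in these leaves. The paper chose the *EgrGLK* genes by their GLK domain, so such terms follow largely from the choice and the tests are no separate evidence. The term DNA-binding transcription factor activity, which the paper lists among its most enriched, is attached to 0 of the 36 genes here.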

The expression data for these 36 *EgrGLK* genes were log_2_-transformed and used to generate a clustered heatmap to visualize the expression patterns at each leaf developmental stage (Figure 7). The 36 *EgrGLK* genes were divided into four and three groups in diploid and triploid *E. urophylla*, respectively. 

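*EgrGLK8* (Eucgr.A02444, chromosome 1, 39776908 to 39779403), which has no informative name, stayed lowest of the 36 genes by the mean over the 4 stages, at 0.76 FPKM in the diploid and 0.89 FPKM in the triploid. Its highest level was 2.41 ± 0.059 FPKM in triploid mature leaves (SD, n = 3). *EgrGLK20* (Eucgr.E00246, chromosome 5, 2412510 to 2421762), annotated as KANADI 2, was low in both and lower in the triploid at every stage. It decreased by a log2 of 0.84 in terminal buds (adjusted p = 0.0046, limma), 0.80 in young leaves (adjusted p = 0.015, adjusted p = 0.1 with edgeR), 1.10 in mature leaves (adjusted p = 0.00026) and 0.77 in senescent leaves (adjusted p = 0.0063). These sizes are drawn in by the 1 added to each FPKM: edgeR gave decreases of 2.08, 1.18, 2.06 and 1.82, the last on counts of 1 diploid library, and the log2 ratio of means was −2.31, −1.16, −1.75 and −1.16. The diploid means were 1.37 ± 0.863, 2.95 ± 0.441, 3.25 ± 0.904 and 2.96 ± 0.450 FPKM at these stages, and the triploid means 0.276 ± 0.198, 1.32 ± 0.634, 0.965 ± 0.313 and 1.33 ± 0.360 FPKM. *EgrGLK13* (Eucgr.C04050, chromosome 3, 83173778 to 83177867), annotated as a cytokinin response regulator, was highest in young leaves (3.88 ± 0.716 FPKM in the diploid, 2.36 ± 0.406 FPKM in the triploid). With a limit of 10 FPKM at each of the 4 stages, *EgrGLK5*, *EgrGLK8*, *EgrGLK10*, *EgrGLK13*, *EgrGLK14*, *EgrGLK19*, *EgrGLK20* and *EgrGLK33* lay below it in both ploidies. *EgrGLK34* and *EgrGLK38* did so in the diploid alone (10 genes) and *EgrGLK35* in the triploid alone (9 genes). With a limit of 5 FPKM the numbers were 6 and 5. The limits are fixed levels and do not follow a clustering of the genes.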

Ten *EgrGLK* genes were included in group I of the diploid and 15 *EgrGLK* genes were included in group I of the triploid, which exhibited low transcript levels at each developmental stage. Group IV of the diploid and group III of the triploid contained 15 and 10 *EgrGLK* genes, respectively, and exhibited relatively high transcription levels. Group III of the diploid and group II of the triploid contained eight and 11 *EgrGLK* genes, respectively, and these genes exhibited high transcript abundance in all analyzed leaves, hinting that these genes were essential in *E. urophylla* leaves. It was noteworthy that *EgrGLK6*, *EgrGLK35*, and *EgrGLK40* were grouped in group II of the diploid. These three genes showed low transcript abundance in terminal buds and young leaves, and high expression levels in mature and senescent leaves. 

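*EgrGLK23* (Eucgr.E04232, chromosome 5, 74981964 to 74988000, no informative name) and *EgrGLK25* (Eucgr.F04055, chromosome 6, 51329899 to 51336284, annotated as PHL6, of the phosphate response family) stayed above 20 FPKM at all 4 stages in both ploidies. *EgrGLK23* ranged from 32.5 ± 2.91 to 43.4 ± 1.44 FPKM (SD, n = 3) in the diploid, between the young and the mature leaves. *EgrGLK3* passed this limit in the diploid through 1 library that stands apart (32.9 FPKM in terminal bud library 3, against 13.8 and 14.6 FPKM in the other 2). In the triploid *EgrGLK21* (Eucgr.E00308, chromosome 5, 2880990 to 2887358, annotated as the pseudo-response regulator APRR2) and *EgrGLK39* (Eucgr.K01670, chromosome 11, 19659447 to 19661493, annotated as PCL1, of the evening complex of the clock) passed it. At a limit of 10 FPKM at all 4 stages, 10 genes passed in the diploid and 13 in the triploid, and *EgrGLK2*, *EgrGLK3*, *EgrGLK9*, *EgrGLK15*, *EgrGLK21*, *EgrGLK23*, *EgrGLK25*, *EgrGLK30* and *EgrGLK39* passed in both. *EgrGLK1* passed in the diploid alone, and *EgrGLK12*, *EgrGLK26*, *EgrGLK27* and *EgrGLK37* in the triploid alone. *EgrGLK23* was lower in the triploid in young leaves (log2 −0.24, adjusted p = 0.033, limma, adjusted p = 0.053 after scaling by the median ratio and 0.069 with edgeR), mature leaves (−0.24, adjusted p = 0.013, log2 −0.58 after scaling) and senescent leaves (−0.39, adjusted p = 0.00024, log2 −0.71 after scaling). Among all genes tested, the diploid mean of *EgrGLK25* over the stages lay at percentile 83.9 and that of *EgrGLK23* at percentile 82.8.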

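*EgrGLK6* (Eucgr.A02082, chromosome 1, 36277691 to 36280320, annotated as myb-related protein 1) had 1.33 ± 0.172 FPKM in diploid terminal buds and 0.982 ± 0.149 FPKM in young leaves, against 48.6 ± 5.56 FPKM in mature and 51.9 ± 4.23 FPKM in senescent leaves (SD, n = 3). *EgrGLK35* (Eucgr.J00182, chromosome 10, 1909756 to 1911619, annotated as EFM, a repressor of flowering) had 0.075 ± 0.066, 1.02 ± 0.267, 20.2 ± 3.04 and 7.53 ± 0.975 FPKM at these stages. *EgrGLK40* (Eucgr.K02966, chromosome 11, 37110402 to 37113349, no informative name) had 0.205 ± 0.236, 1.08 ± 0.475, 34.7 ± 2.38 and 11.8 ± 1.84 FPKM. From terminal buds and young leaves to mature and senescent leaves of the diploid, *EgrGLK6* rose by a log2 of 4.57 (SE 0.10, adjusted p = 3e-21, limma), *EgrGLK35* by 3.19 (SE 0.11, adjusted p = 1.3e-17) and *EgrGLK40* by 3.77 (SE 0.11, adjusted p = 1.8e-18). *EgrGLK26* (Eucgr.F04475, chromosome 6, 57276036 to 57278443, annotated as APL, which directs phloem identity) rose by 2.10. In all, 34 of the 36 *EgrGLK* genes changed with leaf age in the diploid, 16 up and 18 down (17 up and 18 down when adjusted over the list alone), among 15906 of all genes tested (4949 up and 10957 down). After scaling by the median ratio the *EgrGLK* calls were 17 up and 15 down, and those of all genes 6914 and 8557. The log2 values were computed after 1 was added to each FPKM, which draws in the ratios of *EgrGLK35* and *EgrGLK40*, whose levels in terminal buds were under 1.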

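*EgrGLK6*, *EgrGLK35* and *EgrGLK40* reached 29.8 ± 0.960, 7.92 ± 0.669 and 12.1 ± 0.860 FPKM in triploid mature leaves (SD, n = 3), and 54.3 ± 3.83, 8.19 ± 1.62 and 9.01 ± 1.08 FPKM in senescent ones. In triploid terminal buds they had 5.64 ± 1.35, 0.206 ± 0.154 and 0.134 ± 0.119 FPKM and in young leaves 1.48 ± 0.366, 0.894 ± 0.243 and 0.803 ± 0.079 FPKM. From the younger to the older stages they rose by a log2 of 3.36, 2.58 and 3.00 in the triploid. Tested as an interaction of ploidy and leaf age with limma, the rise was smaller in the triploid by 1.21 for *EgrGLK6* (SE 0.14, adjusted p = 1.3e-07), 0.61 for *EgrGLK35* (SE 0.15, adjusted p = 0.0013) and 0.77 for *EgrGLK40* (SE 0.16, adjusted p = 0.00023). These differences were 1.61, 0.94 and 1.11 after scaling by the median ratio, and 2.15, 1.68 and 0.79 with edgeR. For *EgrGLK40* the difference was past the threshold on the log2(FPKM + 1) scale alone or after scaling, and its adjusted p ranged from 5.4e-06 after scaling to 0.3 with DESeq2 on the counts, which hold 1 diploid senescent leaf library (log2 −0.81, 0.28 with edgeR and 0.15 with a pseudocount of 0.1). In mature leaves the triploid lay lower by a log2 of 0.68 for *EgrGLK6* (limma adjusted p = 0.00016, 1.03 in log2 after scaling), 1.24 for *EgrGLK35* (adjusted p = 4.1e-07) and 1.45 for *EgrGLK40* (adjusted p = 1.2e-07). In senescent leaves *EgrGLK6* and *EgrGLK35* differed by 0.06 and 0.10 (limma adjusted p = 0.73 and 0.61), and these differences turn negative after scaling by the median ratio (−0.26 and −0.19). There *EgrGLK40* had a lower mean in the triploid, with 13.1, 12.8 and 9.72 FPKM in the diploid libraries and 7.84, 9.22 and 9.98 FPKM in the triploid ones. Of the 36 *EgrGLK* genes, the change with leaf age differed with ploidy in 27 (20 higher and 7 lower in the triploid, by all genes and by the list alone), and in 24 after scaling (14 and 10). Among all genes tested it differed in 13088 (9378 and 3710, 6160 and 6252 after scaling).

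**Figure D1:**
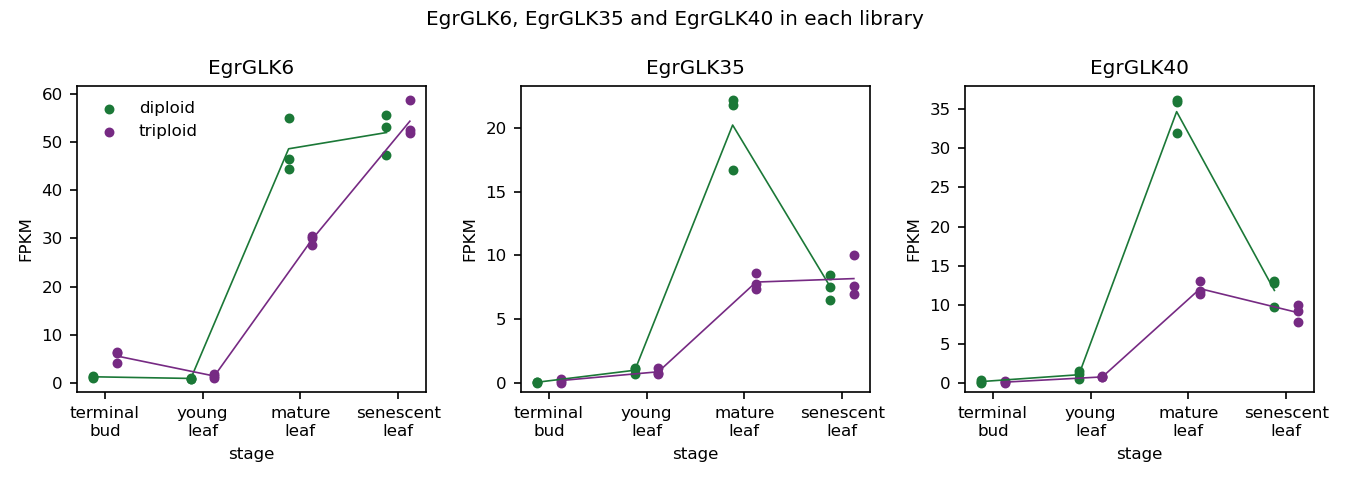
FPKM of EgrGLK6, EgrGLK35 and EgrGLK40 in each of the 24 libraries, with lines through the means of 3 libraries. In senescent leaves the difference between ploidies of EgrGLK6 and EgrGLK35 changes sign after scaling by the median ratio.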

The same expression patterns of *EgrGLK6*, *EgrGLK35*, and *EgrGLK40* were observed in leaves of the triploid; however, the differential expression of these three *EgrGLK* genes in the triploid was more moderate than in the diploid, hence they were not clustered into a separate group. In general, the expression patterns of most *EgrGLK* genes in leaves of the diploid and triploid were approximately identical.

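*EgrGLK3* was lowest in terminal buds and highest in young leaves in both ploidies, and *EgrGLK37* lowest in senescent leaves and highest in young leaves. *EgrGLK32* was lowest in young leaves of both and highest in senescent leaves of the diploid, and in the triploid its means in senescent leaves and terminal buds were alike (33.3 ± 4.13 and 33.1 ± 5.23 FPKM). *EgrGLK25* was highest in young leaves of the diploid (52.0 FPKM) and in senescent leaves of the triploid (84.3 FPKM), and *EgrGLK29* (Eucgr.G02343, chromosome 7, 44100593 to 44103437, annotated as EFM) was highest in senescent leaves of both. The stage with the highest mean was the same in 24 of the 36 genes and the stage with the lowest mean in 23. Across the 36 genes, the triploid and diploid means correlated with r = 0.885 in terminal buds, 0.980 in young leaves, 0.909 in mature leaves and 0.915 in senescent leaves (Spearman's rho 0.838, 0.976, 0.920 and 0.908). These are descriptions of 36 related genes and carry no test, and the rise of *EgrGLK6* and of other members with leaf age still differed in size.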

**Figure 7:**
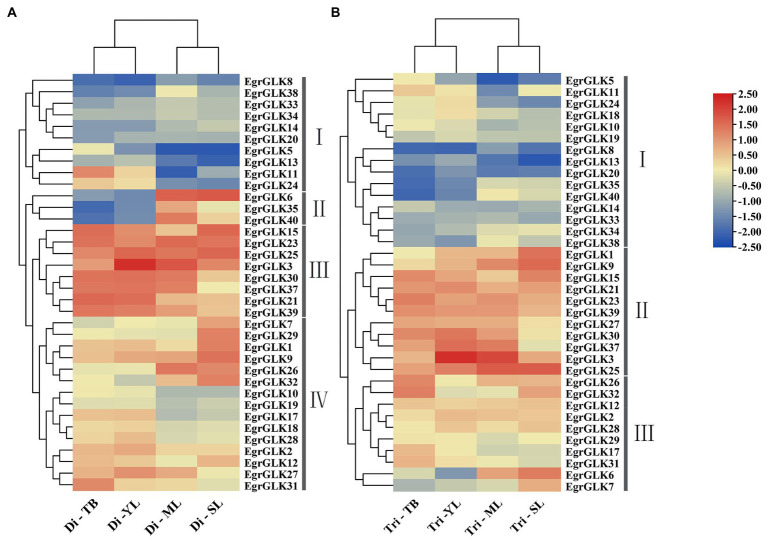
Expressions patterns of *EgrGLK* genes in leaves of *E. urophylla*. The expression patterns of *EgrGLK* genes in the terminal bud (TB), young leaves (YL), mature leaves (ML), and senescent leaves (SL) of diploid **(A)** and triploid **(B)** clones.

### Differential expression analysis of *EgrGLK* genes in leaves of diploid and triploid *Eucalyptus urophylla*

To further explore the effect of differential expression of *EgrGLK* genes on chlorophyll synthesis in leaves of *E. urophylla* of different ploidies, the expression data for the *EgrGLK* genes in diploid *E. urophylla* leaves were used as the control group, and the fold change in expression between triploid leaves and diploid leaves was used to generate heat maps (Figure 8). 

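*EgrGLK11* (Eucgr.B02627, chromosome 2, 46202988 to 46206837, no informative name) fell from 26.4 ± 3.72 to 12.7 ± 0.376 FPKM in triploid terminal buds (SD, n = 3, log2 −0.99, SE 0.14, adjusted p = 6.7e-06, limma). *EgrGLK31* (Eucgr.H00055, chromosome 8, 4287466 to 4292435), annotated as PHR1-LIKE 2 of the phosphate response, fell from 26.1 ± 2.00 to 16.7 ± 0.662 FPKM (log2 −0.61, SE 0.09, limma adjusted p = 8.2e-06), and *EgrGLK21*, annotated as APRR2, from 39.9 ± 14.5 to 24.3 ± 3.55 FPKM (log2 −0.65, SE 0.17, adjusted p = 0.0039). Against these, *EgrGLK26*, annotated as APL, rose from 6.17 ± 2.68 to 29.4 ± 4.70 FPKM (log2 2.15, SE 0.20, limma adjusted p = 1.7e-08), and *EgrGLK32* (Eucgr.H01993, chromosome 8, 20710917 to 20713708, no informative name) from 7.30 ± 0.900 to 33.1 ± 5.23 FPKM (log2 2.03, SE 0.15, adjusted p = 6.1e-10). *EgrGLK6*, and *EgrGLK14*, annotated as EFM, rose by a log2 of 1.495 and 1.19 (2.24 and 1.87 with edgeR). By the ratio of mean FPKM 23 of the 36 genes were lower in the triploid and 13 higher. By limma 15 were lower and 7 higher, among all genes and over the list alone. After scaling by the median ratio the calls were 10 lower and 10 higher, with *EgrGLK9*, *EgrGLK15*, *EgrGLK18*, *EgrGLK25* and *EgrGLK39* no longer called lower, and with edgeR 8 and 8. Relative to the shared shift, 21 genes lay lower and 15 higher. The 3 triploid libraries lay below all 3 diploid ones in 14 genes and above them in 6. For exchangeable libraries chance gives 10% of genes either way, and the smallest exact p is 0.1. The shared shift can raise this share for any gene, and the share over all genes was not counted. These numbers therefore show no excess particular to *EgrGLK* genes. As a set against all other genes the *EgrGLK* genes did not differ (camera adjusted p = 0.51, and adjusted p = 0.92 with an estimated correlation). Diploid terminal bud library 3, which stands apart from its group, enters these means; without the 3 libraries that stand apart 21 *EgrGLK* genes were called.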

More than half of the *EgrGLK* genes were down-regulated in terminal buds of triploid *E. urophylla*. In contrast, 30, 24, and 28 *EgrGLK* genes were upregulated in young, mature, and senescent leaves of triploid *E. urophylla* (Supplementary Table S7). 

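In young leaves *EgrGLK29*, annotated as EFM, rose from 7.46 ± 0.530 to 10.5 ± 0.399 FPKM (SD, n = 3, log2 0.44, SE 0.11, adjusted p = 0.0077, limma) and *EgrGLK32* from 4.66 ± 0.321 to 7.16 ± 0.600 FPKM (log2 0.53, adjusted p = 0.015). *EgrGLK7* (Eucgr.A02201, chromosome 1, 37382917 to 37384778), annotated as PCL1, fell from 8.63 ± 0.764 to 4.96 ± 0.129 FPKM (log2 −0.69, limma adjusted p = 0.0008) and *EgrGLK17*, annotated as KANADI 2, from 16.1 ± 2.12 to 10.1 ± 1.26 FPKM (log2 −0.63, adjusted p = 0.012). In mature leaves the cytokinin response regulators *EgrGLK28* (Eucgr.G02094, chromosome 7, 40710921 to 40719657, ORR21) and *EgrGLK12* (Eucgr.C00380, chromosome 3, 6065170 to 6069823, ORR24) rose from 6.17 ± 0.778 to 13.9 ± 0.889 FPKM (log2 1.06, limma adjusted p = 2.6e-06) and from 7.93 ± 0.672 to 17.4 ± 1.32 FPKM (log2 1.05, adjusted p = 5.8e-07), while *EgrGLK26* fell from 36.9 ± 4.90 to 24.1 ± 0.982 FPKM (log2 −0.59, adjusted p = 0.013, log2 −0.93 after scaling by the median ratio). In senescent leaves *EgrGLK11* rose from 2.67 ± 0.052 to 12.0 ± 2.15 FPKM (log2 1.81, limma adjusted p = 5.6e-10) and *EgrGLK28* by 1.51 (adjusted p = 2.1e-08), and *EgrGLK29* fell from 31.8 ± 0.718 to 12.7 ± 0.724 FPKM (log2 −1.26, adjusted p = 5.5e-09). *EgrGLK31* and *EgrGLK7* were called higher there by limma (log2 0.36 and 0.39, adjusted p = 0.0015 and 0.017) and lost this call after scaling by the median ratio (log2 0.066 and 0.077, adjusted p = 0.61 and 0.59) and with edgeR (adjusted p = 0.3 and 0.97). At this stage edgeR has counts of 1 diploid library against 3 triploid ones and takes the spread from the other groups, so it says little about single genes. *EgrGLK5* (Eucgr.A02031, chromosome 1, 35741939 to 35746799), annotated as KANADI 4, is listed at 0 in diploid senescent leaves and had 1.28 ± 0.335 FPKM in triploid ones.
By the ratio of mean FPKM, 14 *EgrGLK* genes were higher and 22 lower in triploid young leaves, 24 and 12 in mature leaves, and 27 and 8 of the 35 genes with a ratio in senescent leaves. Relative to the shared shift the numbers were 14 and 22, 17 and 19, and 18 and 17. By limma 4 were higher and 5 lower in young leaves (5 and 6 over the list alone), 15 and 7 in mature leaves, and 17 and 3 in senescent leaves. After scaling by the median ratio the calls were 3 and 6, 11 and 12, and 14 and 6; with edgeR they were 3 and 4, 11 and 10, and 8 and 7, the last pair with counts of 1 diploid library. The call count in young leaves fell to 4 without triploid young leaf replicate 1, 5 without triploid young leaf replicate 3 and 3 without diploid young leaf replicate 2, and diploid young leaf libraries 1 and 3 stand apart from their group. The triploid libraries lay above all diploid ones in 9, 19 and 20 genes and below in 10, 9 and 3 (10% of genes by chance either way for exchangeable libraries). Here too the share over all genes was not counted, so no excess particular to *EgrGLK* genes is shown. The ploidy effect differed from that in terminal buds for 13 *EgrGLK* genes in young leaves (5 higher, 8 lower), 27 in mature leaves (19 and 8, 11 and 12 after scaling) and 24 in senescent leaves (17 and 7, 15 and 8 after scaling). As a set the *EgrGLK* genes did not differ from other genes (camera adjusted p = 0.71, 0.8 and 0.28, adjusted p = 0.92, 0.94 and 0.87 with an estimated correlation).

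**Figure D2:**
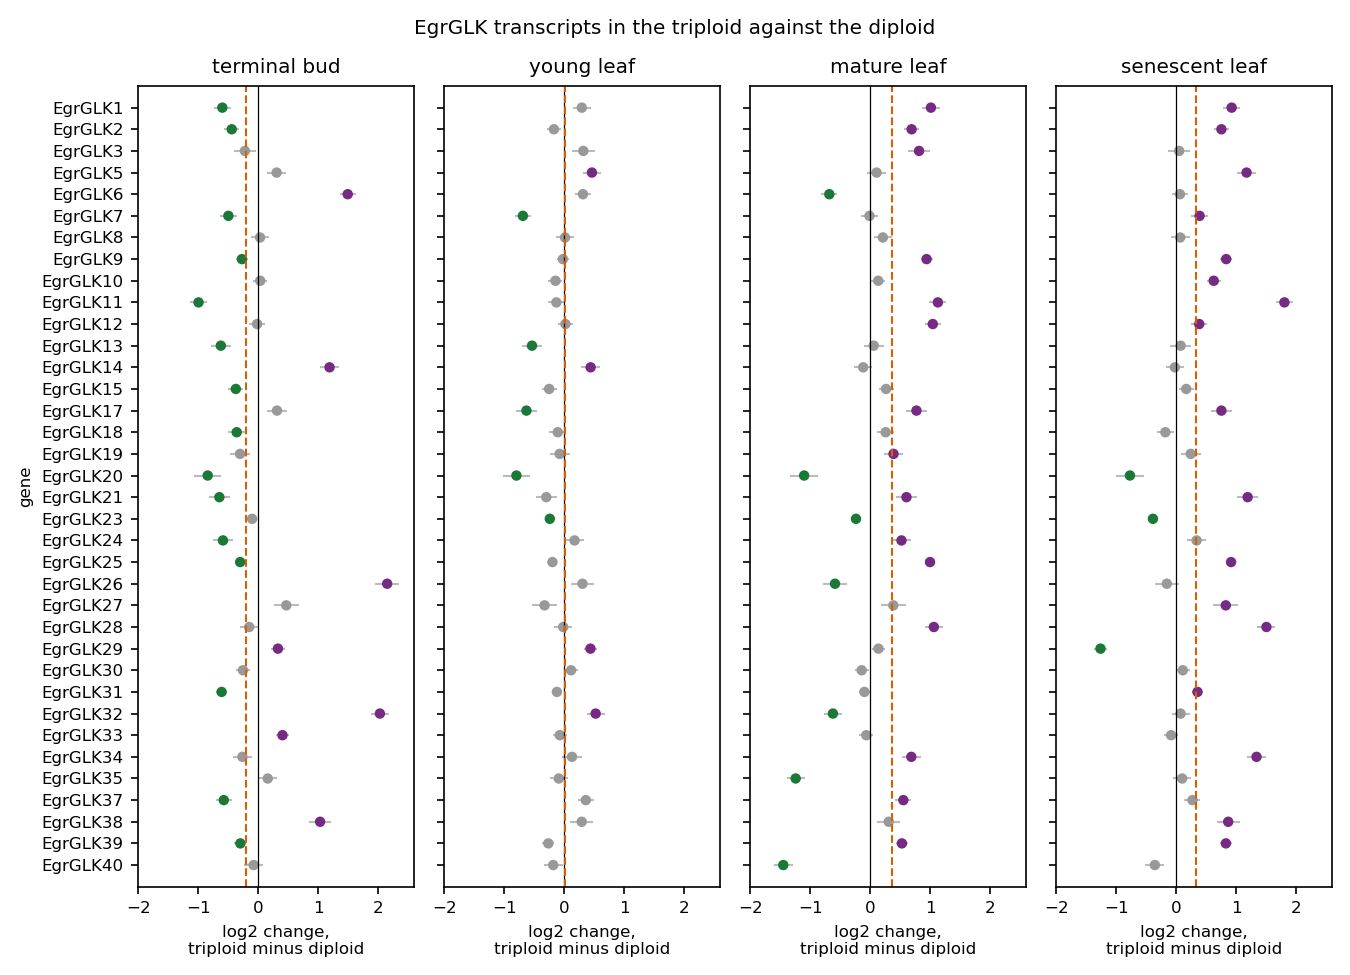
Log2 difference between triploid and diploid (bars, SE) of the 36 EgrGLK genes at each stage by limma; purple, higher and green, lower in the triploid at an adjusted p under 0.05; dashed line, median shift of the libraries. After scaling by that shift the sign changes for EgrGLK12, EgrGLK23 and EgrGLK28 in terminal buds, for EgrGLK8, EgrGLK10, EgrGLK13, EgrGLK15, EgrGLK18, EgrGLK29 and EgrGLK38 in mature leaves, and for EgrGLK3, EgrGLK6, EgrGLK8, EgrGLK15, EgrGLK19, EgrGLK30, EgrGLK32, EgrGLK35 and EgrGLK37 in senescent leaves, none of them called.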

Among the genes highly expressed in leaves that were common to diploid and triploid *E. urophylla* (Figure 7, *EgrGLK23*, *EgrGLK30*, *EgrGLK3*, *EgrGLK37*, *EgrGLK15*, *EgrGLK25*, and *EgrGLK39*), *EgrGLK3*, *EgrGLK15*, *EgrGLK25*, *EgrGLK37* and *EgrGLK39* were upregulated in triploid young (1.03, 1.05, 1.10, 1.01 and 1.04 fold change, respectively), mature (1.77, 1.22, 2.03, 1.48 and 1.46 fold change, respectively), and senescent leaves (1.04, 1.13, 1.91, 1.24 and 1.84 fold change, respectively), and down-regulated in triploid terminal buds (Figure 8). 

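*EgrGLK25*, annotated as PHL6, rose in the triploid, from 37.01 ± 0.947 to 75.0 ± 2.16 FPKM in mature leaves (SD, n = 3, log2 1.00, SE 0.08, adjusted p = 2.7e-09, limma) and from 44.2 ± 3.12 to 84.3 ± 3.95 FPKM in senescent leaves (log2 0.92, adjusted p = 6.4e-09). These rises were 0.65 and 0.59 after scaling by the median ratio, and 0.71 and 0.48 with edgeR, the last with counts of 1 diploid library. *EgrGLK39*, annotated as PCL1, rose by 0.53 (limma adjusted p = 7.1e-05) and 0.83 (adjusted p = 2.7e-07) at these stages. After scaling these were a log2 of 0.19 (adjusted p = 0.036, limma) and 0.52 (adjusted p = 5.1e-06), and in mature leaves edgeR gave a log2 of 0.24 (adjusted p = 0.025). *EgrGLK3*, annotated as GLK1, rose in mature leaves by 0.82 (SE 0.19, limma adjusted p = 0.00071, log2 0.46 and adjusted p = 0.016 after scaling), and *EgrGLK37*, annotated as GLK2, by 0.55 (SE 0.13, adjusted p = 0.00097, log2 0.21 and adjusted p = 0.099 after scaling). In senescent leaves *EgrGLK3* and *EgrGLK37* differed by 0.05 (limma adjusted p = 0.86) and 0.27 (adjusted p = 0.083), and both differences turn negative after scaling (−0.27 and −0.024). *EgrGLK15* (Eucgr.D00972, chromosome 4, 21132122 to 21137252, no informative name) differed by 0.27 in mature leaves (limma adjusted p = 0.067) and 0.17 in senescent leaves (adjusted p = 0.26), with the sign reversed after scaling (−0.07 and −0.15).
In young leaves the ratio of triploid to diploid mean FPKM was 1.25 for *EgrGLK3* (limma adjusted p = 0.24), 0.836 for *EgrGLK15* (adjusted p = 0.16), 0.869 for *EgrGLK25* (adjusted p = 0.1), 1.29 for *EgrGLK37* (adjusted p = 0.052, adjusted p = 0.044 over the list alone) and 0.824 for *EgrGLK39* (adjusted p = 0.055, adjusted p = 0.044 over the list alone). After scaling *EgrGLK25* and *EgrGLK39* were called lower there (limma adjusted p = 0.019 and 0.011) and *EgrGLK37* higher (adjusted p = 0.023). With edgeR *EgrGLK25* and *EgrGLK39* were lower in triploid young leaves (adjusted p = 0.035 and 0.023). In terminal buds *EgrGLK37* fell by 0.57 (limma adjusted p = 0.0012), *EgrGLK15* by 0.37 (adjusted p = 0.018), *EgrGLK25* by 0.30 (adjusted p = 0.0056) and *EgrGLK39* by 0.30 (adjusted p = 0.016), and *EgrGLK3* differed by −0.22 (adjusted p = 0.35). Of these 5 genes, *EgrGLK37* alone stayed past the threshold in terminal buds after scaling. Its diploid libraries had 25.9, 27.4 and 45.1 FPKM there, the last in library 3, which stands apart. *EgrGLK30* (Eucgr.G02494, chromosome 7, 45799252 to 45801435), annotated as PHL8, passed it at no stage with limma without scaling. After scaling it was lower in mature leaves (log2 −0.49, adjusted p = 0.00061), and with edgeR it was lower in mature and senescent leaves (adjusted p = 0.0027 and 0.036, the latter with counts of 1 diploid library).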

Three genes were highly expressed only in the triploid, of which *EgrGLK1* and *EgrGLK9* showed the same differential expression pattern as the common highly expressed genes, and the other gene (*EgrGLK27*) was upregulated in all analyzed leaves. 

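*EgrGLK1*, annotated as the cytokinin response regulator ARR2, rose in triploid mature and senescent leaves, from 10.5 ± 0.875 to 22.3 ± 2.00 FPKM (SD, n = 3, log2 1.01, SE 0.15, adjusted p = 3.7e-06, limma) and from 32.4 ± 2.44 to 62.5 ± 4.23 FPKM (log2 0.93, adjusted p = 1.2e-05). Scaling by the median ratio left rises of 0.68 and 0.61. With edgeR, on counts of 1 diploid library, the log2 in senescent leaves was 0.47 and not past the threshold (adjusted p = 0.058). It fell in terminal buds from 12.4 ± 2.20 to 7.80 ± 0.855 FPKM (log2 −0.60, limma adjusted p = 0.002) and differed by 0.30 in young leaves (adjusted p = 0.16). *EgrGLK9* (Eucgr.B02155, chromosome 2, 40667707 to 40672664), annotated as PHL13 of the phosphate response family, rose from 21.1 ± 1.08 to 41.4 ± 1.26 FPKM in mature leaves (log2 0.94, SE 0.10, limma adjusted p = 7.8e-08) and from 38.3 ± 2.48 to 69.1 ± 2.17 FPKM in senescent leaves (log2 0.84, adjusted p = 3.9e-07), or by 0.60 and 0.52 after scaling. In young leaves its ratio was 0.985 (adjusted p = 0.91), and its fall of 0.27 in terminal buds (adjusted p = 0.032) was not past the threshold after scaling (log2 −0.086) or with edgeR (adjusted p = 0.27). *EgrGLK27* (Eucgr.G01503, chromosome 7, 24195911 to 24199198), annotated as EFM, rose in senescent leaves from 7.93 ± 1.08 to 14.8 ± 1.38 FPKM (log2 0.83, SE 0.21, adjusted p = 0.0015, log2 0.53 and adjusted p = 0.015 after scaling, adjusted p = 0.3 with edgeR on counts of 1 diploid library). Its ratios were 1.3 in terminal buds (log2 0.47, adjusted p = 0.064, log2 0.66 and adjusted p = 0.005 after scaling, a call, and adjusted p = 0.042 with edgeR), 0.792 in young leaves (log2 −0.33, adjusted p = 0.27) and 1.32 in mature leaves (log2 0.39, adjusted p = 0.1, log2 0.045 and adjusted p = 0.85 after scaling). The young leaf means of the diploid rest on libraries that differ among themselves. Their log2 scaling factors were 0.142, 0.214 and 0.287 in libraries 1, 2 and 3, with library 2 between the others.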

To further confirm the effect of polyploidization on gene expression, genes upregulated in triploid including *EgrGLK3*, *EgrGLK15*, *EgrGLK25*, *EgrGLK37* and *EgrGLK39* were selected for qRT-PCR analysis (Supplementary Figure S3). Correlation analysis showed that there was a high correlation coefficient between qRT-PCR and RNA-seq (*R*^2^ = 0.826, *p* < 0.01), indicating that the differential expression of *EgrGLK* genes among different ploidies was reliable. Differential expression of *EgrGLK* genes provided preliminary information for the study of chlorophyll synthesis and leaf development of *E. urophylla* with different ploidies.

**Figure 8:**
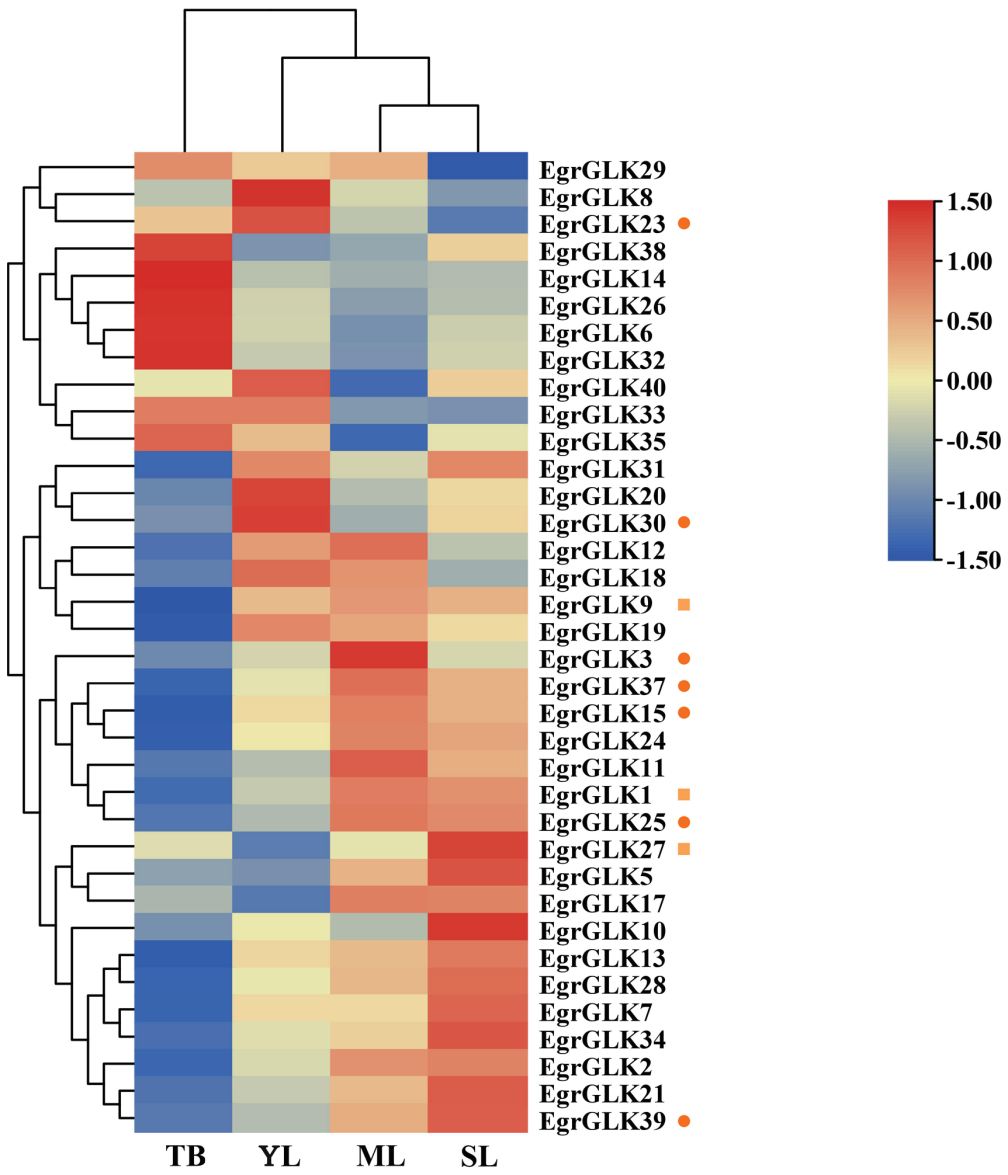
Differential expression of *EgrGLK* genes in the terminal bud (TB), young leaves (YL), mature leaves (ML), and senescent leaves (SL) of diploid and triploid clones. Circles represent highly expressed genes common to the diploid and triploid clones, and squares represent genes highly expressed only in the triploid clone.

### Co-expression network analysis

Transcriptome data for genes associated with chlorophyll synthesis and the *EgrGLK* genes were used for a correlation analysis to explore the role of *EgrGLK* genes in chlorophyll synthesis (Supplementary Table S8). 

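*CHLH* (Eucgr.A02348, chromosome 1, 38939349 to 38947007) and *CHLD* (Eucgr.J00729, chromosome 10, 7744447 to 7753896) encode subunits of magnesium chelatase, the enzyme that opens the branch to chlorophyll. In mature leaves *CHLH* rose from 113.8 ± 11.0 FPKM in the diploid to 306.5 ± 3.99 FPKM in the triploid (SD, n = 3, log2 1.43, SE 0.14, adjusted p = 1.7e-08, limma), and *CHLD* from 9.45 ± 1.59 to 28.5 ± 0.501 FPKM (log2 1.51, SE 0.18, adjusted p = 3.6e-07). *CAO* (Eucgr.F03791, chromosome 6, 48599113 to 48603922), which makes chlorophyll b, rose there from 58.3 ± 5.91 to 119.2 ± 1.87 FPKM (log2 1.02, limma adjusted p = 1.9e-05, log2 0.67 after scaling by the median ratio). In triploid terminal buds *CAO* fell from 24.8 ± 9.94 to 12.8 ± 1.60 FPKM (log2 −0.85, limma adjusted p = 0.0003). Its diploid libraries had 17.9, 20.2 and 36.2 FPKM there, the last in library 3, which stands apart. *HEMA1-3* (Eucgr.F00461, chromosome 6, 4155632 to 4159458), the reductase at the start of the pathway, rose by 0.40 in young and 1.12 in mature leaves (limma adjusted p = 0.0055 and 6.6e-09), and *HEMF* (Eucgr.K01354, chromosome 11, 16866892 to 16870842) by 0.55 and 1.32 (adjusted p = 6.5e-05 and 5.5e-11). *GUN1* (Eucgr.H00998, chromosome 8, 11664274 to 11668316), of plastid signalling, rose from 38.2 ± 9.31 to 59.6 ± 4.68 FPKM in young leaves (log2 0.66, limma adjusted p = 0.00039) and by 1.42 in mature leaves. In senescent leaves *GUN4* (Eucgr.H00371, chromosome 8, 1697774 to 1699194), which aids magnesium chelatase, fell from 96.6 ± 6.06 to 46.9 ± 4.51 FPKM (log2 −1.03, limma adjusted p = 1.1e-09) and *DVR* (Eucgr.H03771, chromosome 8, 51638409 to 51642491) from 43.3 ± 5.35 to 25.5 ± 3.13 FPKM (log2 −0.74, adjusted p = 3.8e-06).
Of the 21 chlorophyll genes, limma called 2 higher and 6 lower in triploid terminal buds, 11 and 0 in young leaves, 18 and 0 in mature leaves, and 10 and 2 in senescent leaves. Over the list alone it called 2 and 5, 12 and 1, 18 and 0, and 10 and 2, and after scaling by the median ratio 6 and 2, 12 and 1, 16 and 0, and 6 and 5. With edgeR the numbers were 5 and 2, 10 and 1, 16 and 0, and 0 and 5, the last pair with counts of 1 diploid library against 3 triploid ones. The published table gives these 21 genes names without gene identifiers. Each was taken as the gene whose correlations match all the published ones (largest difference 0.000456, next gene at least 0.0146), so the match of the correlations is partly built in; *CHLI-3* (Eucgr.D00551, chromosome 4, 10366719 to 10369585) and *PPOX1-2* have no informative name here, and *HEMH-1* and *HEMH-2* are ferrochelatases, which make heme. A list of 19 chlorophyll synthesis genes fixed by description, 14 of them shared, was tested as a set. It rose in young leaves (10 higher and 1 lower, 11 and 1 over the list alone or after scaling, camera adjusted p = 0.0012, and adjusted p = 0.35 with an estimated correlation). It rose in mature leaves (16 and 1, 13 and 1 after scaling, camera adjusted p = 0.0011, and adjusted p = 0.35 with an estimated correlation). It did not differ in terminal buds (1 and 7, 1 and 6 over the list alone, 5 and 4 after scaling, camera adjusted p = 0.74, and adjusted p = 0.92 with an estimated correlation) or senescent leaves (10 and 2, 6 and 6 after scaling, camera adjusted p = 0.67, and adjusted p = 0.92 with an estimated correlation).

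**Figure D3:**
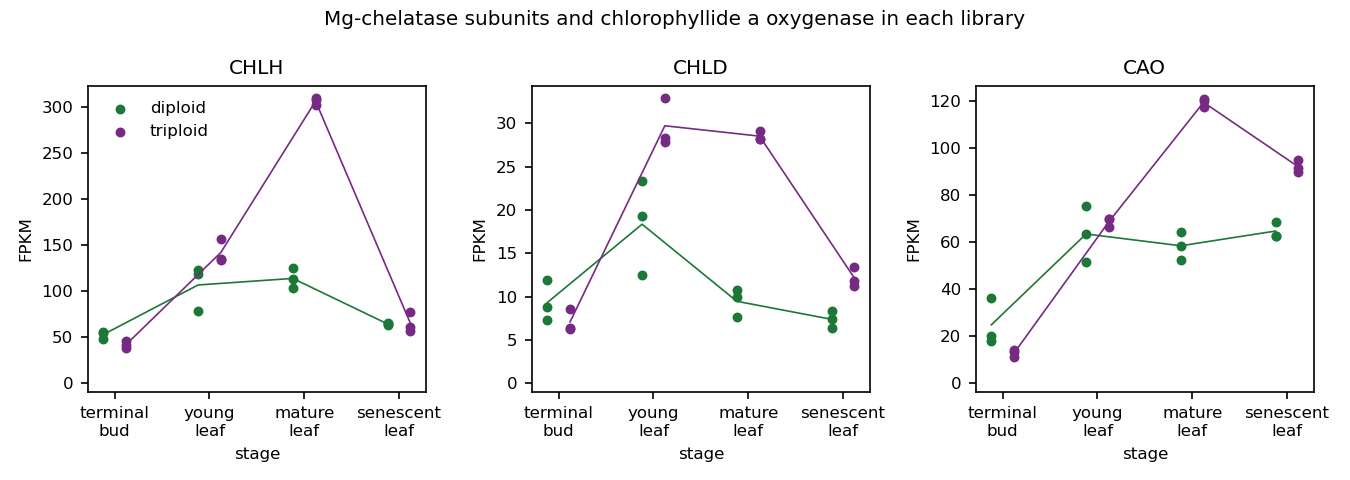
FPKM of CHLH, CHLD and CAO in each of the 24 libraries, with lines through the means of 3 libraries.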

The transcriptome data for chlorophyll synthesis related genes and *EgrGLK* genes that were highly correlated (*r* ≥ 0.6 or ≤ −0.6) were used to generate co-expression networks (Figure 9). 

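*EgrGLK3* and *HEMB1* (Eucgr.F03796, chromosome 6, 48646473 to 48651990), which makes porphobilinogen, rose and fell together over the 8 group means (r = 0.971, exact permutation p = 0.00124, rho 0.905), as did *EgrGLK3* and *HEML* (Eucgr.K00727, chromosome 11, 8670894 to 8673836), the aminomutase that makes 5-aminolevulinic acid (r = 0.961, exact permutation p = 0.000719, rho 0.786). There were 756 pairs of an *EgrGLK* and a chlorophyll gene, and a link is a pair with r of at least 0.6 in size over the 24 libraries. *EgrGLK* genes with links of both signs numbered 5, and 2 had none. Each of the 115 positive pairs also reached 0.6 over the 8 means of 3 libraries. Over the 24 libraries scaled by the median ratio, 71 of the 115 reached 0.6. After the 8 means were taken off, 131 pairs had r of at least 0.6 between libraries of the same group, 28 of the 115 among them. These deviations were not scaled. Diploid terminal bud library 3 lay higher as a whole, with a log2 scaling factor of 0.205 against −0.004 and −0.022 in libraries 1 and 2, which can raise r of many pairs. Over the 8 means no pair passed an exact permutation test adjusted over the 756 pairs, and 87 passed at an unadjusted p under 0.05; the 40320 orders of 8 means give a smallest p of 2.5e-05. By permutation of the 24 libraries, which treats libraries of a group as independent, 257 pairs passed after adjustment. The 24 libraries fall into 8 groups, so r over all of them follows mostly the differences between stages. The 8 means are not exchangeable either, since both ploidies share the same stages, so the exact p-values may be too small.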

Twenty-five *EgrGLK* genes and 21 chlorophyll synthesis related genes were involved in the positive correlation co-expression network, forming a total of 115 correlation network lines. Among these genes, *EgrGLK3* and *EgrGLK37* were correlated with 17 and 16 chlorophyll synthesis related genes, respectively. 

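*EgrGLK37* tracked *CHLI-3* most closely, from 37.9 ± 1.92 FPKM of *CHLI-3* in triploid senescent leaves to 159.1 ± 3.54 FPKM in triploid young leaves (SD, n = 3). Over the 8 group means r was 0.968 (exact permutation p = 0.000198, adjusted p = 0.15) and rho 0.952 (exact permutation p = 0.00114), and r was 0.964 without the 2 means farthest from the centre. *EgrGLK3* had 17 links and *EgrGLK37* had 16, with a median r of 0.82 and 0.785 over the 21 chlorophyll genes. After scaling by the median ratio they had 13 and 14. Of all genes tested, 72 (0.4%) had at least 17 positive links with these 21 genes and 228 (1.2%) at least 16. These are the highest of the 36 genes, and of 1000 random sets of 36 genes 96 held a gene with at least 17 and 90 held at least 2 genes with at least 16. No pair of either gene passed the exact test after adjustment over all pairs.

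**Figure D4:**
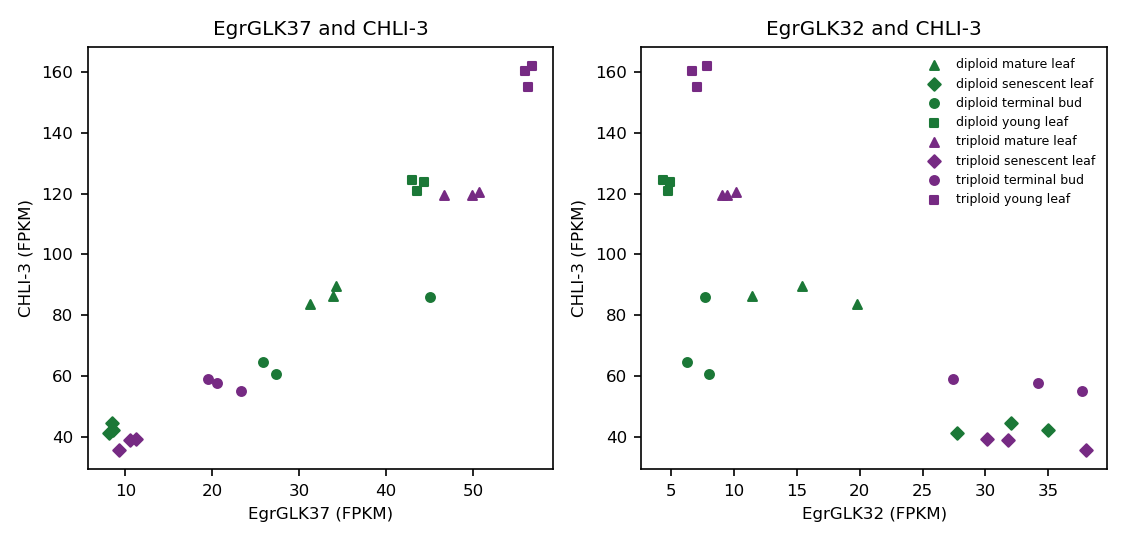
FPKM of CHLI-3 against EgrGLK37 and EgrGLK32 in each of the 24 libraries.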

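*EgrGLK32* had the most pairs with r of −0.6 or lower. Each of the 36 such pairs also reached −0.6 over the 8 group means. Between libraries of the same group 0 of the 36 did so, and 2 other pairs did. Over the 24 libraries scaled by the median ratio, 63 pairs reached −0.6, 24 of the 36 among them.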

The negative correlation co-expression network incorporated 14 *EgrGLK* genes and 16 chlorophyll synthesis related genes, forming a total of 36 correlation network lines. Among these genes, *EgrGLK32* was correlated to 10 chlorophyll synthesis related genes. These results showed that *EgrGLK* genes and chlorophyll synthesis related genes were mainly positively correlated, and thus that *EgrGLK* genes may play a positive regulatory role in chlorophyll synthesis.

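*EgrGLK32* was high in senescent leaves, where *CHLI-3* was lowest, and in the triploid it was as high in terminal buds. Over the 8 group means their r was −0.821 (exact permutation p = 0.0207, adjusted p = 0.295) and rho −0.881 (exact permutation p = 0.00724), and r was −0.735 without the 2 means farthest from the centre. The median r of *EgrGLK32* over the 21 chlorophyll genes was −0.59. It had 10 negative links over the 24 libraries, 13 over the 8 means and 8 after scaling by the median ratio. Of all genes tested, 1.6% had at least 10 negative links, and of 1000 random sets of 36 genes 406 held such a gene. Between libraries of the same group the r of *EgrGLK32* and *CHLI-3* was −0.132.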

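*EgrGLK3* and *EgrGLK37*, annotated as GLK1 and GLK2, had no negative link, and *EgrGLK32* had no positive one. Of all 151 links 76.2% were positive. From the larger number of positive links the paper proposes that *EgrGLK* genes may promote chlorophyll synthesis. Within the diploid alone 190 pairs were positive and 65 negative, and within the triploid alone 164 and 109. With Spearman's rho the numbers were 138 and 33, on the log2 scale 134 and 40, at a limit of 0.7 they were 61 and 12, and after scaling by the median ratio 77 and 63. With chlorophyll genes chosen by description they were 102 and 36, and without the 3 libraries that stand apart 129 and 40. A link is a correlation across stages and ploidies and does not separate regulation from a shared response to leaf age.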

**Figure 9:**
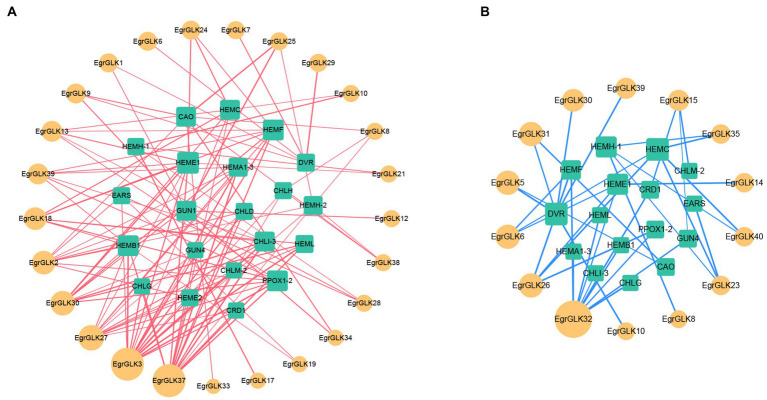
Co-expression network of *EgrGLK* genes and chlorophyll synthesis related genes. Positive correlation network **(A)** and negative correlation network **(B)** between *EgrGLK* genes and chlorophyll synthesis related genes. Circles represent *EgrGLK* genes, squares represent chlorophyll synthesis related genes, and the size of the circle or square represents the number of relationships between genes.

### Prediction of miRNAs targeting *GLK* genes

In plants, microRNAs (miRNAs) have been found to play important roles in the regulation of gene expression at the post-transcriptional level. We predicted the miRNAs targeting *EgrGLK* genes to further reveal the possible reasons for the differential expression of *EgrGLK* genes in different ploidies. In previous studies, 179 miRNAs were found in leaves (Lin et al., 2018), of which 85 miRNAs from 23 families were involved in the regulation of 31 *EgrGLK* genes (Supplementary Table S9). According to the targeting relationship between miRNAs and *EgrGLK* genes, 12 regulatory networks were generated and they were divided into 5 groups (Figure 10). Figure 10A showed the most complex regulatory network containing 52 miRNAs and 16 *EgrGLK* genes, while six miRNAs in Figure 10E showed the simplest regulatory network in the type of one-to-one target gene. *EgrGLK3*, *EgrGLK32* and *EgrGLK37* has been identified as the genes that play an important role in chlorophyll synthesis, and there were nine, four and one miRNAs targeting these three genes, respectively. In addition, five *EgrGLK* genes including *EgrGLK10*, *EgrGLK27*, *EgrGLK35*, *EgrGLK29*, *EgrGLK31* with the most targeting relationships were found and they were regulated by 15, 11, 8, 8 and 8 miRNAs, respectively. These results suggest that miRNAs play an important role in the regulation of *EgrGLK* gene expression.

**Figure 10:**
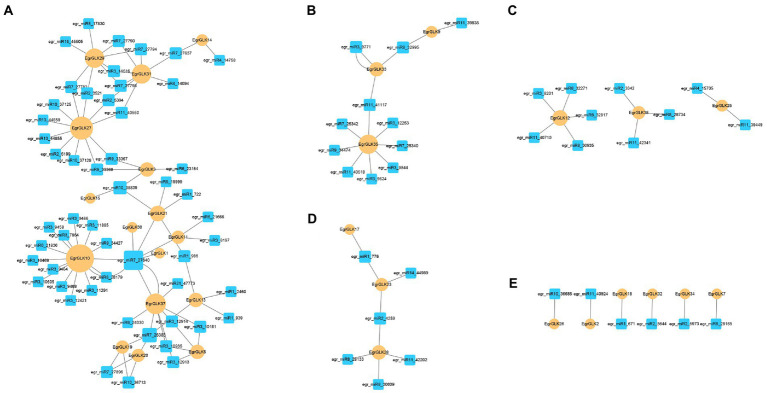
Regulatory networks were divided into **(A-E)** according to the number of targeting relationship between miRNAs and *EgrGLK* genes.

## Discussion

In this study, 40 *EgrGLK* genes were identified in the *E. grandis* genome (Supplementary Table S2). The number of *EgrGLK* genes was less than the number of *GLK* genes identified in Arabidopsis (55), maize (59), and tomato (66) (Liu et al., 2016; Alam et al., 2022; Wang et al., 2022). It was suspected that some *EgrGLK* genes were lost during evolution (Du et al., 2022). It was observed that the number of *GLK* family members was independent of genome size. The diversity of *GLK* family members in different species may be influenced by genome duplication events, such as whole-genome duplication, segmental duplication, or tandem duplication (Zhang, 2003; Chang and Duda., 2012). In the present study, five segmental duplication gene pairs were identified among the *EgrGLK* genes, indicating that segmental duplication was the main contributor to expansion of *GLK* genes in *E. grandis* (Figure 1). It has previously been reported that segmental duplication is more common than tandem duplication in the *GLK* gene family, thus the former might play an important role in chloroplast evolution (Song et al., 2016; Wu et al., 2016). The synteny relationships of *GLK* genes between *E. grandis* and other species showed that the number of homologous gene pairs between *E. grandis* and dicotyledons was much more than that between *E. grandis* and monocotyledons, indicating that *GLK* gene family has been amplified after differentiation between dicotyledon and monocotyledon (Figure 2). The *EgrGLK* genes were classified into seven groups based on a phylogenetic analysis (Figure 3), which was consistent with the classification of *GLK* genes in Arabidopsis (Alam et al., 2022). This result indicated that, although some *EgrGLK* genes were lost during evolution, the sufficient genetic diversity has been retained in *E. grandis*.

As previously reported, the structural characteristics of gene families may reflect their evolutionary trends (Haas et al., 2008; Nie et al., 2022), whereas the conserved motifs reflect their protein-specific functions (Lai et al., 1998; Yang et al., 2021). The 40 *EgrGLK* genes were divided into seven groups, and the gene structure and motif arrangement of the genes in the same group were similar (Figure 4). This finding indicated that the *EgrGLK* genes in the same group might have similar functions (Li et al., 2022; Liang et al., 2022). In the current study, seven motifs were functionally annotated using the NCBI Web CD-Search Tool, which have also been detected in the *GLK* family members in tobacco (Qin et al., 2021). Thus, excluding the *GLK* motifs, other motifs detected in the *GLK* proteins were also relatively conserved. Moreover, group VI was the only group that contained three conserved *GLK* motifs; this phenomenon may enhance the regulatory role of these three *EgrGLK* genes as transcription factors.

The *cis*-acting elements may be activated by *trans*-acting elements to regulate the activity of the target genes (Valli et al., 2022). Among the *cis*-acting elements detected in the promoter regions of *EgrGLK* genes (Figure 5), elements associated with development were only sporadically distributed in the promoter regions, whereas elements involved in light response and hormone response were observed in the promoter regions of almost all *EgrGLK* genes. The motifs involved in methyl jasmonate response comprised the CGTCA-motif and TGACG-motif, which were the most frequent *cis*-regulatory elements identified. These motifs play important roles in multiple physiological processes, including development, senescence, and response to diverse environmental stresses (Browse and Howe, 2008; Wang et al., 2011). The G-box was indicated to be the most widely distributed element. The G-box element may be unique to light regulation and is a ubiquitous element in functionally diverse genes (Menkens et al., 1995; Waters et al., 2009). These results suggested that *EgrGLK* genes are controlled by light and phytohormones (Nakamura et al., 2009; Lupi et al., 2019). The diversity of types, quantity, and distribution of *cis*-acting elements in the gene promoters reflects the complex response regulatory mechanism and complex evolutionary relationships of the *EgrGLK* genes.

The *GLK* genes play an important role in chloroplast development and chlorophyll synthesis (Fitter et al., 2002; Chen et al., 2016). The expression pattern of *GLK* family genes in *E. urophylla* leaves that differ in chlorophyll content was studied to explore the effect of the genes on chlorophyll synthesis. The chlorophyll content in young and mature leaves of triploid *E. urophylla* was significantly higher than that of the diploid clone. Such an increase in chlorophyll content has been observed in other polyploid plants, such as *Populus* and *Rhododendron fortunei* (Liao et al., 2016; Mo et al., 2020). Thirty-six *EgrGLK* genes were expressed in leaves of both diploid and triploid *E. urophylla*. The *EgrGLK* genes not expressed in the leaves might be tissue-specific genes (Deveaux et al., 2003; Lim et al., 2012). The 36 *EgrGLK* genes in the diploid and triploid clones were divided into four and three groups, respectively, based on transcriptome data. The genes *EgrGLK6*, *EgrGLK35*, and *EgrGLK40* in leaves of the diploid were clustered in group II, but did not form a separate group in the triploid (Figure 7). The promoter regions of these *EgrGLK* genes in group II of the diploid contained *cis*-acting elements associated with the seed and endosperm (Figure 5). Triploids are characterized by sterility and thus whether the differential expression pattern of these three genes is associated with triploid sterility requires further study (Fujiwara and Beachy, 1994). Except for group II, other groups in the diploid showed the same expression pattern as in the triploid, which could be divided into low, relatively high, or high expression levels based on the expression data (Figure 7). Compared with the diploid, three additional genes in the triploid were clustered into the high-expression-level group. The high expression levels of a greater number of genes in polyploids might be caused by the participation of duplicated genes derived from whole-genome duplication (Jackson and Chen, 2010; Roulin et al., 2013). The high expression levels of *EgrGLK1*, *EgrGLK9*, and *EgrGLK27* in the triploid may be one factor that promotes the increase in chlorophyll content in leaves of triploid *E. urophylla*.

The differential expression of *GLK* genes in leaves also affects chloroplast development and chlorophyll synthesis (Nguyen et al., 2014). In Arabidopsis, overexpression of *GLK* genes increases the chlorophyll content in leaves (Waters et al., 2009). In the present study, *EgrGLK* genes were differentially expressed in triploid and diploid *E. urophylla* leaves (Figure 8). In the terminal bud, most *EgrGLK* genes in the triploid were down-regulated compared with the diploid, whereas in young, mature, and senescent leaves, more than two-thirds of the *EgrGLK* genes were up-regulated in the triploid. The down-regulation of *EgrGLK* genes in the terminal bud of the triploid did not affect the chlorophyll content of mature leaves, and the chlorophyll content of mature leaves was significantly higher in the triploid than in the diploid (Figure 6). The chlorophyll content in leaves increases gradually with increase in leaf age before the leaves are fully developed and attain maturity (Bertamini and Nedunchezhian, 2002; Du et al., 2020). This is consistent with the present results for *E. urophylla*, indicating that the chlorophyll content might be associated with the expression of *EgrGLK* genes during leaf development. The chlorophyll content of young, mature, and senescent leaves of the triploid was higher than that of diploid. The differential expression of *EgrGLK* genes in leaves of *E. urophylla* of different ploidies was consistent with the trend in chlorophyll content. To further verify the relationship between *EgrGLK* gene expression and chlorophyll synthesis, co-expression networks of the *EgrGLK* genes and chlorophyll synthesis related genes were generated (Figure 9). The networks indicated that *EgrGLK* genes may positively regulate chlorophyll synthesis (Waters et al., 2008; Brand et al., 2014; Zubo et al., 2018). In addition, based on the number of correlations between *EgrGLK* genes and chlorophyll synthesis related genes, three important *EgrGLK* genes were identified. *EgrGLK37* and *EgrGLK3* were involved in the positive correlation network and *EgrGLK32* was included in the negative correlation network (Figure 9). Among these genes, *EgrGLK37* and *EgrGLK3* showed high expression levels in leaves, whereas *EgrGLK32* showed relatively high expression levels in leaves (Figure 7). 

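*EgrGLK3*, annotated as GLK1, had 20.4 ± 10.8, 109.7 ± 2.83, 55.4 ± 3.25 and 29.5 ± 1.61 FPKM in diploid terminal buds, young, mature and senescent leaves (SD, n = 3), and 16.1 ± 2.504, 137.2 ± 5.02, 98.2 ± 3.11 and 30.6 ± 2.10 FPKM in the triploid. *EgrGLK37*, annotated as GLK2, had 32.8 ± 10.7, 43.7 ± 0.683, 33.1 ± 1.62 and 8.40 ± 0.23 FPKM in the diploid and 21.1 ± 1.97, 56.4 ± 0.420, 49.1 ± 2.15 and 10.4 ± 0.977 FPKM in the triploid. *EgrGLK32* had 15.5 ± 4.21 FPKM in diploid mature leaves and 9.53 ± 0.540 FPKM in triploid ones (log2 −0.62, adjusted p = 0.0011, limma, log2 −0.95 after scaling by the median ratio), and 31.6 ± 3.63 and 33.3 ± 4.13 FPKM in senescent leaves. By the mean over the 4 stages *EgrGLK3* lay at percentile 87.7 of all genes tested in the diploid and 91.2 in the triploid, *EgrGLK37* at 78.9 and 81.0, and *EgrGLK32* at 64.1 and 70.4. The SD of *EgrGLK3* in diploid terminal buds reflects the library that stands apart there.

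**Figure D5:**
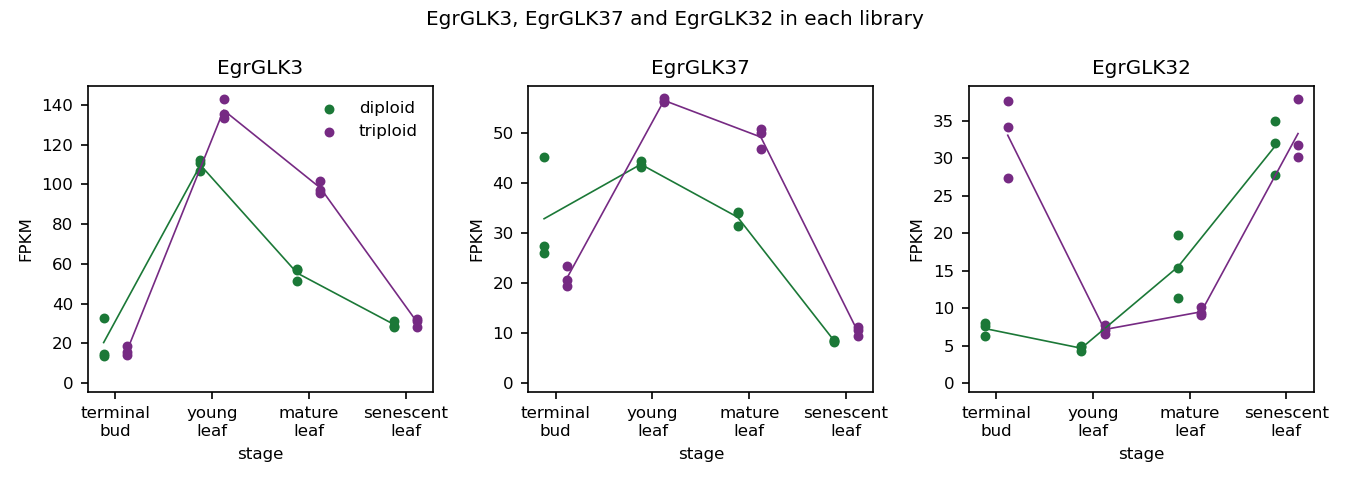
FPKM of EgrGLK3, EgrGLK37 and EgrGLK32 in each of the 24 libraries, with lines through the means of 3 libraries. In senescent leaves the difference between ploidies of all 3 genes changes sign after scaling by the median ratio.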

The present results provide a reference for further studies of the relationship between *EgrGLK* genes and chlorophyll synthesis.

Mature miRNA combines with the RNA-induced silencing complex, which interacts with target genes to regulate the expression of genes by inhibiting gene translation or degrading targeted mRNAs (Baulcombe, 2004). In this study, 85 miRNAs targeting *EgrGLK* genes were predicted, which is almost half of the miRNAs in leaves found in previous study (Lin et al., 2018). 

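*EgrGLK27*, annotated as EFM, averaged 18.05 FPKM over the 4 stages in the diploid (rank 12 of the 36 genes) and 20.92 FPKM in the triploid (rank 13). *EgrGLK31*, annotated as PHR1-LIKE 2, averaged 14.14 FPKM (rank 16) and 11.87 FPKM (rank 18), and *EgrGLK29*, annotated as EFM, 13.35 FPKM (rank 17) and 10.01 FPKM (rank 21). *EgrGLK35*, annotated as EFM, averaged 7.21 FPKM (rank 25) and 4.30 FPKM (rank 30), and *EgrGLK10* (Eucgr.B02313, chromosome 2, 42073119 to 42074948), annotated as the clock protein BOA, 5.54 FPKM (rank 27) and 6.10 FPKM (rank 25). *EgrGLK37*, annotated as GLK2, averaged 29.49 FPKM (rank 6) and 34.24 FPKM (rank 4). *EgrGLK10* rose in triploid senescent leaves from 3.49 ± 0.712 to 5.88 ± 0.495 FPKM (SD, n = 3, log2 0.63, adjusted p = 8.6e-05, limma, log2 0.36 after scaling by the median ratio, adjusted p = 0.94 with edgeR on counts of 1 diploid library). These libraries hold messenger RNA values, and small RNAs were not analysed here.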

*EgrGLK10*, *EgrGLK27*, *EgrGLK29*, *EgrGLK31*, *EgrGLK35 and EgrGLK37* are all regulated by more than eight miRNAs, of which five *EgrGLK* genes do not belong to the group with high transcription level (Figure 7). The result confirmed the inhibitory effect of miRNA on gene expression (Pappas Mde et al., 2015; Unnikrishnan and Shankaranarayana, 2020). *EgrGLK37* is a gene regulated by nine miRNAs but with high expression level. And it is speculated that *EgrGLK37* may also be affected by other regulatory mechanisms, such as lncRNA (Lin et al., 2019; Chen et al., 2021). In addition, *EgrGLK37* was also found to be associated with the most chlorophyll related genes in the co-expression network, indicating that *EgrGLK37* may play an important role in the gene expression regulation network. In this study, three types of miRNAs were found, including one to multiple target genes, one to one target gene and multiple miRNAs to a common target gene, which is consistent with the results found in previous miRNA studies (Lin et al., 2018). Differential expression of *EgrGLK* genes among different ploidies have been proved in our study and the regulation of miRNA may also be one of the reasons for the change of gene expression after plant polyploidization.

## Conclusion

In this study, *GLK* transcription factors of *E. grandis* were systematically analyzed using bioinformatic methods. Forty *EgrGLK* genes were identified in the *E. grandis* genome and were divided into seven groups according to the gene structure and motif composition. The number of *EgrGLK* genes is less than the number of *GLK* genes identified in other species, but the sufficient genetic diversity has been retained in *E. grandis*, which indicates that *GLK* proteins exhibit strong evolutionary conservation across diverse species. Analysis of phenotypic and transcriptome data for leaves at different developmental stages in diploid and triploid *E. urophylla* revealed a positive correlation between *EgrGLK* genes and chlorophyll synthesis. On the basis of a differential expression analysis, it was speculated that the increase in chlorophyll content in leaves of triploid *E. urophylla* may be caused by up-regulation of *EgrGLK* gene expression. In addition, three *EgrGLK* genes that may play an important role in chlorophyll synthesis were identified. The present research provides valuable information for further functional characterization of *EgrGLK* genes in *Eucalyptus*. In the future, increasing the expression of *GLK* gene in plants by polyploidy or other methods may promote photosynthesis and growth of plants, which is of great value to improve plant yield.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE207860.

## Author contributions

JY and XK conceived and designed the research. ZL, TX, and YZ conducted the experiments. ZL, BQ, and HC collected and analyzed the data. ZL and JY wrote the manuscript. XK provided the valuable suggestions on the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the National Natural Science Foundation of China (31901337) and the National Key R&D Program of China during the 14th Five-year Plan Period (2021YFD2200105).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ https://phytozome-next.jgi.doe.gov

^2^ http://smart.embl-heidelberg.de

^3^ https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi

^4^ https://web.expasy.org/compute_pi

^5^ https://www.genscript.com/wolf-psort.html

^6^ http://itol.embl.de/

^7^ http://gsds.gao-lab.org/

^8^ http://meme-suite.org/meme/

^9^ http://bioinformatics.psb.ugent.be/webtools/plantcare/html/

^10^ http://www.geneontology.org

^11^ http://plantgrn.noble.org/psRNATarget

## Supplementary material

The Supplementary materials for this article can be found online at: https://www.frontiersin.org/articles/10.3389/fpls.2022.952877/full#supplementary-material

## References

[ref1] AlamI.WuX.YuQ.GeL. (2022). Comprehensive genomic analysis of G2-Like transcription factor genes and their role in development and abiotic stresses in *Arabidopsis*. Diversity 14, 228. doi: 10.3390/d14030228

[ref2] AllarioT.BrumosJ.Colmenero-FloresJ. M.IglesiasD. J.PinaJ. A.NavarroL.. (2013). Tetraploid Rangpur lime rootstock increases drought tolerance via enhanced constitutive root abscisic acid production. Plant Cell Environ. 36, 856–868. doi: 10.1111/pce.12021, PMID: 23050986

[ref3] BaulcombeD. (2004). RNA silencing in plants. Nature 431, 356–363. doi: 10.1038/nature0287415372043

[ref4] BertaminiM.NedunchezhianN. (2002). Leaf age effects on chlorophyll, Rubisco, photosynthetic electron transport activities and thylakoid membrane protein in field grown grapevine leaves. J. Plant Physiol. 159, 799–803. doi: 10.1078/0176-1617-0597

[ref5] BhutiaK. L.NongbriE. L.GympadE.RaiM.TyagiW. (2020). In silico characterization, and expression analysis of rice Golden 2-Like (OsGLK) members in response to low phosphorous. Mol. Biol. Rep. 47, 2529–2549. doi: 10.1007/s11033-020-05337-2, PMID: 32086721

[ref6] BoothT. H.JovanovicT.ArnoldR. J. (2017). Planting domains under climate change for *Eucalyptus pellita* and *Eucalyptus urograndis* in parts of China and South East Asia. Aust. For. 80, 1–9. doi: 10.1080/00049158.2016.1275101

[ref7] BrandA.BorovskyY.HillT.RahmanK. A.BellalouA.Van DeynzeA.. (2014). CaGLK2 regulates natural variation of chlorophyll content and fruit color in pepper fruit. Theor. Appl. Genet. 127, 2139–2148. doi: 10.1007/s00122-014-2367-y, PMID: 25096887

[ref8] Bravo-GarciaA.YasumuraY.LangdaleJ. A. (2009). Specialization of the Golden2-like regulatory pathway during land plant evolution. New Phytol. 183, 133–141. doi: 10.1111/j.1469-8137.2009.02829.x, PMID: 19383092

[ref9] BrowseJ.HoweG. A. (2008). New weapons and a rapid response against insect attack. Plant Physiol. 146, 832–838. doi: 10.1104/pp.107.115683, PMID: 18316637PMC2259070

[ref10] ChangD.DudaT. F.Jr. (2012). Extensive and continuous duplication facilitates rapid evolution and diversification of gene families. Mol. Biol. Evol. 29, 2019–2029. doi: 10.1093/molbev/mss068, PMID: 22337864

[ref11] ChenC.ChenH.ZhangY.ThomasH. R.FrankM. H.HeY.. (2020). TBtools: an integrative toolkit developed for interactive analyses of big biological data. Mol. Plant 13, 1194–1202. doi: 10.1016/j.molp.2020.06.009, PMID: 32585190

[ref12] ChenM.JiM.WenB.LiuL.LiS.ChenX.. (2016). Golden 2-Like transcription factors of plants. Front. Plant Sci. 7, 1509. doi: 10.3389/fpls.2016.01509, PMID: 27757121PMC5048441

[ref13] ChenH.LiJ.QiuB.ZhaoY.LiuZ.YangJ.. (2021). Long non-coding RNA and its regulatory network response to cold stress in *Eucalyptus urophylla* S.T.Blake. Forests 12, 836. doi: 10.3390/f12070836

[ref14] DengX.GuoS.SunL.ChenJ. (2020). Identification of short-rotation *Eucalyptus* plantation at large scale using multi-satellite imageries and cloud computing platform. Remote Sens. 12, 2153. doi: 10.3390/rs12132153

[ref15] DeveauxY.PeaucelleA.RobertsG. R.CoenE.SimonR.MizukamiY.. (2003). The ethanol switch: a tool for tissue-specific gene induction during plant development. Plant J. 36, 918–930. doi: 10.1046/j.1365-313X.2003.01922.x, PMID: 14675455

[ref16] DuK.LiaoT.RenY.GengX.KangX. (2020). Molecular mechanism of vegetative growth advantage in alotriploid *Populus*. Int. J. Mol. Sci. 21, 441. doi: 10.3390/ijms21020441, PMID: 32284503PMC7014019

[ref17] DuK.XiaY.ZhanD.XuT.LuT.YangJ.. (2022). Genome-wide identification of the *Eucalyptus urophylla* GATA gene family and its diverse roles in chlorophyll biosynthesis. Int. J. Mol. Sci. 23, 5251. doi: 10.3390/ijms23095251, PMID: 35563644PMC9102942

[ref18] FitterD. W.MartinD. J.CopleyM. J.ScotlandR. W.LangdaleJ. A. (2002). GLK gene pairs regulate chloroplast development in diverse plant species. Plant J. 31, 713–727. doi: 10.1046/j.1365-313X.2002.01390.x, PMID: 12220263

[ref19] FujiwaraT.BeachyR. N. (1994). Tissue-specific and temporal regulation of a β-conglycinin gene: roles of the RY repeat and other cis-acting elements. Plant Mol. Biol. 24, 261–272. doi: 10.1007/BF00020166, PMID: 8111031

[ref20] GanP.LiuF.LiR.WangS.LuoJ. (2019). Chloroplasts-beyond energy capture and carbon fixation: tuning of photosynthesis in response to chilling stress. Int. J. Mol. Sci. 20, 5046. doi: 10.3390/ijms20205046, PMID: 31614592PMC6834309

[ref21] HaasB. J.SalzbergS. L.ZhuW.PerteaM.AllenJ. E.OrvisJ.. (2008). Automated eukaryotic gene structure annotation using EVidenceModeler and the program to assemble spliced alignments. Genome Biol. 9, R7–R21. doi: 10.1186/gb-2008-9-1-r7, PMID: 18190707PMC2395244

[ref22] HiiS. Y.HaK. S.NguiM. L.Ak PenguangS.DujuA.TengX. Y.. (2017). Assessment of plantation-grown *Eucalyptus pellita* in Borneo, Malaysia for solid wood utilisation. Aust. For. 80, 26–33. doi: 10.1080/00049158.2016.1272526

[ref23] JacksonS.ChenZ. J. (2010). Genomic and expression plasticity of polyploidy. Curr. Opin. Plant Biol. 13, 153–159. doi: 10.1016/j.pbi.2009.11.004, PMID: 20031477PMC2880571

[ref24] KohlM.WieseS.WarscheidB. (2011). Cytoscape: software for visualization and analysis of biological networks. Methods Mol. Biol. 696, 291–303. doi: 10.1007/978-1-60761-987-1_1821063955

[ref25] KumarS.StecherG.LiM.KnyazC.TamuraK. (2018). MEGA X: molecular evolutionary genetics analysis across computing platforms. Mol. Biol. Evol. 35, 1547–1549. doi: 10.1093/molbev/msy096, PMID: 29722887PMC5967553

[ref26] LaiE. C.BurksC.PosakonyJ. W. (1998). The K box, a conserved 3′ UTR sequence motif, negatively regulates accumulation of enhancer of split complex transcripts. Development 125, 4077–4088. doi: 10.1242/dev.125.20.4077, PMID: 9735368

[ref27] LangdaleJ. A.NelsonT. (1991). Spatial regulation of photosynthetic development in C_4_ plants. Trends Genet. 7, 191–196. doi: 10.1016/0168-9525(91)90435-S, PMID: 1906211

[ref28] LiY.YangJ.SongL.QiQ.DuK.HanQ.. (2019). Study of variation in the growth, photosynthesis, and content of secondary metabolites in *Eucommia* triploids. Trees 33, 817–826. doi: 10.1007/s00468-019-01818-5

[ref29] LiX.ZhaoL.ZhangH.LiuQ.ZhaiH.ZhaoN.. (2022). Genome-wide identification and characterization of CDPK family reveal their involvements in growth and development and abiotic stress in sweet potato and its two diploid relatives. Int. J. Mol. Sci. 23, 3088. doi: 10.3390/ijms23063088, PMID: 35328509PMC8952862

[ref30] LiangY.XiaJ.JiangY.BaoY.ChenH.WangD.. (2022). Genome-wide identification and analysis of bZIP gene family and resistance of TaABI5 (TabZIP96) under freezing stress in wheat (*Triticum aestivum*). Int. J. Mol. Sci. 23, 2351. doi: 10.3390/ijms23042351, PMID: 35216467PMC8874521

[ref31] LiaoT.ChengS.ZhuX.MinY.KangX. (2016). Effects of triploid status on growth, photosynthesis, and leaf area in *Populus*. Trees 30, 1137–1147. doi: 10.1007/s00468-016-1352-2

[ref32] LimC. J.LeeH. Y.KimW. B.LeeB.-S.KimJ.AhmadR.. (2012). Screening of tissue-specific genes and promoters in tomato by comparing genome wide expression profiles of *Arabidopsis* orthologues. Mol. Cells 34, 53–59. doi: 10.1007/s10059-012-0068-4, PMID: 22699756PMC3887779

[ref33] LinZ.LiQ.YinQ.WangJ.ZhangB.GanS.. (2018). Identification of novel miRNAs and their target genes in *Eucalyptus grandis*. Tree Genet. Genomes 14, 1–9. doi: 10.1007/s11295-018-1273-x

[ref34] LinZ.LongJ.YinQ.WangB.LiH.LuoJ.. (2019). Identification of novel lncRNAs in *Eucalyptus grandis*. Ind. Crop. Prod. 129, 309–317. doi: 10.1016/j.indcrop.2018.12.016

[ref35] LiuF.XuY.HanG.ZhouL.AliA.ZhuS.. (2016). Molecular evolution and genetic variation of G2-Like transcription factor genes in maize. PLoS One 11:e0161763. doi: 10.1371/journal.pone.0161763, PMID: 27560803PMC4999087

[ref36] LupiA. C. D.LiraB. S.GramegnaG.TrenchB.AlvesF. R. R.DemarcoD.. (2019). *Solanum lycopersicum* Golden 2-Like transcription factor affects fruit quality in a light- and auxin-dependent manner. PLoS One 14:e0212224. doi: 10.1371/journal.pone.0212224, PMID: 30753245PMC6372215

[ref37] MenkensA. E.SchindlerU.CashmoreA. R. (1995). The G-box: a ubiquitous regulatory DNA element in plants bound by the GBF family of bZIP proteins. Trends Biochem. Sci. 20, 506–510. doi: 10.1016/S0968-0004(00)89118-5, PMID: 8571452

[ref38] MoL.ChenJ.LouX.XuQ.DongR.TongZ.. (2020). Colchicine-induced polyploidy in *Rhododendron fortunei* Lindl. Plan. Theory 9, 424. doi: 10.3390/plants9040424, PMID: 32244298PMC7238126

[ref39] NakamuraH.MuramatsuM.HakataM.UenoO.NagamuraY.HirochikaH.. (2009). Ectopic overexpression of the transcription factor OsGLK1 induces chloroplast development in non-green rice cells. Plant Cell Physiol. 50, 1933–1949. doi: 10.1093/pcp/pcp138, PMID: 19808806PMC2775961

[ref40] NguyenC. V.VrebalovJ. T.GapperN. E.ZhengY.ZhongS.FeiZ.. (2014). Tomato Golden2-Like transcription factors reveal molecular gradients that function during fruit development and ripening. Plant Cell 26, 585–601. doi: 10.1105/tpc.113.118794, PMID: 24510723PMC3967027

[ref41] NieY. M.HanF. X.MaJ. J.ChenX.SongY. T.NiuS. H.. (2022). Genome-wide TCP transcription factors analysis provides insight into their new functions in seasonal and diurnal growth rhythm in *Pinus tabuliformis*. BMC Plant Biol. 22, 167. doi: 10.1186/s12870-022-03554-4, PMID: 35366809PMC8976390

[ref42] Pappas MdeC.PappasG. J.Jr.GrattapagliaD. (2015). Genome-wide discovery and validation of *Eucalyptus* small RNAs reveals variable patterns of conservation and diversity across species of Myrtaceae. BMC Genomics 16, 1113. doi: 10.1186/s12864-015-2322-6, PMID: 26714854PMC4696225

[ref43] PérezS.RenedoC. J.OrtizA.MañanaM.SilióD. (2006). Energy evaluation of the *Eucalyptus globulus* and the *Eucalyptus nitens* in the north of Spain (Cantabria). Thermochim. Acta 451, 57–64. doi: 10.1016/j.tca.2006.08.009

[ref44] PowellA. L. T.NguyenC. V.HillT.ChengK. L.Figueroa-BalderasR.AktasH.. (2012). Uniform ripening encodes a Golden 2-Like transcription factor regulating tomato fruit chloroplast development. Science 336, 1711–1715. doi: 10.1126/science.1222218, PMID: 22745430

[ref45] QinM.ZhangB.GuG.YuanJ.YangX.YangJ.. (2021). Genome-wide analysis of the G2-like transcription factor genes and their expression in different senescence stages of tobacco (*Nicotiana tabacum* L.). Front. Genet. 12:626352. doi: 10.3389/fgene.2021.626352, PMID: 34135936PMC8202009

[ref46] RiechmannJ. L.HeardJ.MartinG.ReuberL.JiangC.-Z.KeddieJ.. (2000). *Arabidopsis* transcription factors: genome-wide comparative analysis among eukaryotes. Science 290, 2105–2110. doi: 10.1126/science.290.5499.210511118137

[ref47] RossiniL.CribbL.MartinD. J.LangdaleJ. A. (2001). The maize Golden2 gene defines a novel class of transcriptional regulators in plants. Plant Cell 13, 1231–1244. doi: 10.1105/tpc.13.5.1231, PMID: 11340194PMC135554

[ref48] RoulinA.AuerP. L.LibaultM.SchlueterJ.FarmerA.MayG.. (2013). The fate of duplicated genes in a polyploid plant genome. Plant J. 73, 143–153. doi: 10.1111/tpj.12026, PMID: 22974547

[ref49] SongH.WangP.LinJ.-Y.ZhaoC.BiY.WangX. (2016). Genome-wide identification and characterization of WRKY gene family in peanut. Front. Plant Sci. 7:534. doi: 10.3389/fpls.2016.00534, PMID: 27200012PMC4845656

[ref50] ThompsonJ. D.GibsonT. J.PlewniakF.JeanmouginF.HigginsD. G. (1997). The CLUSTAL_X windows interface: flexible strategies for multiple sequence alignment aided by quality analysis tools. Nucleic Acids Res. 25, 4876–4882. doi: 10.1093/nar/25.24.4876, PMID: 9396791PMC147148

[ref51] UnnikrishnanB. V.ShankaranarayanaG. D. (2020). Insights into microRNAs and their targets associated with lignin composition in *Eucalyptus camaldulensis*. Plant Gene 24:100248. doi: 10.1016/j.plgene.2020.100248

[ref52] ValliH.PrasannaD.RajputV. S.SridharW.SakuntalaN. N. V.HarshavardhanP.. (2022). Cis elements: added boost to the directed evolution of plant genes. J. Pure Appl. Microbiol. 16, 663–668. doi: 10.22207/jpam.16.1.68

[ref53] VilasboaJ.Da CostaC. T.Fett-NetoA. G. (2019). Rooting of eucalypt cuttings as a problem-solving oriented model in plant biology. Prog. Biophys. Mol. Biol. 146, 85–97. doi: 10.1016/j.pbiomolbio.2018.12.007, PMID: 30557533

[ref54] WangP.FouracreJ.KellyS.KarkiS.GowikU.AubryS.. (2013). Evolution of Golden 2-Like gene function in C_3_ and C_4_ plants. Planta 237, 481–495. doi: 10.1007/s00425-012-1754-3, PMID: 22968911PMC3555242

[ref55] WangY.LiuG. J.YanX. F.WeiZ. G.XuZ. R. (2011). MeJA-inducible expression of the heterologous JAZ2 promoter from Arabidopsis in *Populus trichocarpa* protoplasts. J. Plant Dis. Prot. 118, 69–74. doi: 10.1007/BF03356384

[ref56] WangY.TangH.DebarryJ. D.TanX.LiJ.WangX.. (2012). MCScanX: a toolkit for detection and evolutionary analysis of gene synteny and collinearity. Nucleic Acids Res. 40:e49. doi: 10.1093/nar/gkr1293, PMID: 22217600PMC3326336

[ref57] WangZ. Y.ZhaoS.LiuJ. F.ZhaoH. Y.SunX. Y.WuT. R.. (2022). Genome-wide identification of Tomato Golden 2-Like transcription factors and abiotic stress related members screening. BMC Plant Biol. 22, 82. doi: 10.1186/s12870-022-03460-9, PMID: 35196981PMC8864820

[ref58] WatersM. T.MoylanE. C.LangdaleJ. A. (2008). GLK transcription factors regulate chloroplast development in a cell-autonomous manner. Plant J. 56, 432–444. doi: 10.1111/j.1365-313X.2008.03616.x, PMID: 18643989

[ref59] WatersM. T.WangP.KorkaricM.CapperR. G.SaundersN. J.LangdaleJ. A. (2009). GLK transcription factors coordinate expression of the photosynthetic apparatus in *Arabidopsis*. Plant Cell 21, 1109–1128. doi: 10.1105/tpc.108.065250, PMID: 19376934PMC2685620

[ref60] WuS.WuM.DongQ.JiangH.CaiR.XiangY. (2016). Genome-wide identification, classification and expression analysis of the PHD-finger protein family in *Populus trichocarpa*. Gene 575, 75–89. doi: 10.1016/j.gene.2015.08.042, PMID: 26314912

[ref61] XiaoY.YouS.KongW.TangQ.BaiW.CaiY.. (2019). A GARP transcription factor anther dehiscence defected 1 (*OsADD1*) regulates rice anther dehiscence. Plant Mol. Biol. 101, 403–414. doi: 10.1007/s11103-019-00911-0, PMID: 31420780

[ref62] YangX.GuoT.LiJ.ChenZ.GuoB.AnX. (2021). Genome-wide analysis of the MYB-related transcription factor family and associated responses to abiotic stressors in *Populus*. Int. J. Biol. Macromol. 191, 359–376. doi: 10.1016/j.ijbiomac.2021.09.042, PMID: 34534587

[ref63] YangJ.WangJ.LiuZ.XiongT.LanJ.HanQ.. (2018). Megaspore chromosome doubling in *Eucalyptus urophylla* S.T. Blake induced by colchicine treatment to produce triploids. Forests 9, 728. doi: 10.3390/f9110728

[ref64] ZhangJ. (2003). Evolution by gene duplication: an update. Trends Ecol. Evol. 18, 292–298. doi: 10.1016/S0169-5347(03)00033-8

[ref65] ZhangJ.LiuY.XiaE. H.YaoQ. Y.LiuX. D.GaoL. Z. (2015). Autotetraploid rice methylome analysis reveals methylation variation of transposable elements and their effects on gene expression. Proc. Natl. Acad. Sci. U. S. A. 112, E7022–E7029. doi: 10.1073/pnas.1515170112, PMID: 26621743PMC4687577

[ref66] ZuboY. O.BlakleyI. C.Franco-ZorrillaJ. M.YamburenkoM. V.SolanoR.KieberJ. J.. (2018). Coordination of chloroplast development through the action of the GNC and GLK transcription factor families. Plant Physiol. 178, 130–147. doi: 10.1104/pp.18.00414, PMID: 30002259PMC6130010

# Supplementary material for: Genome-wide characterization and analysis of Golden 2-Like transcription factors related to leaf chlorophyll synthesis in diploid and triploid Eucalyptus urophylla
**Source:** Front Plant Sci. 2022 Jul 28;13:952877. doi: 10.3389/fpls.2022.952877
**Supplement:** Supplementary file 1

Supplementary Figures

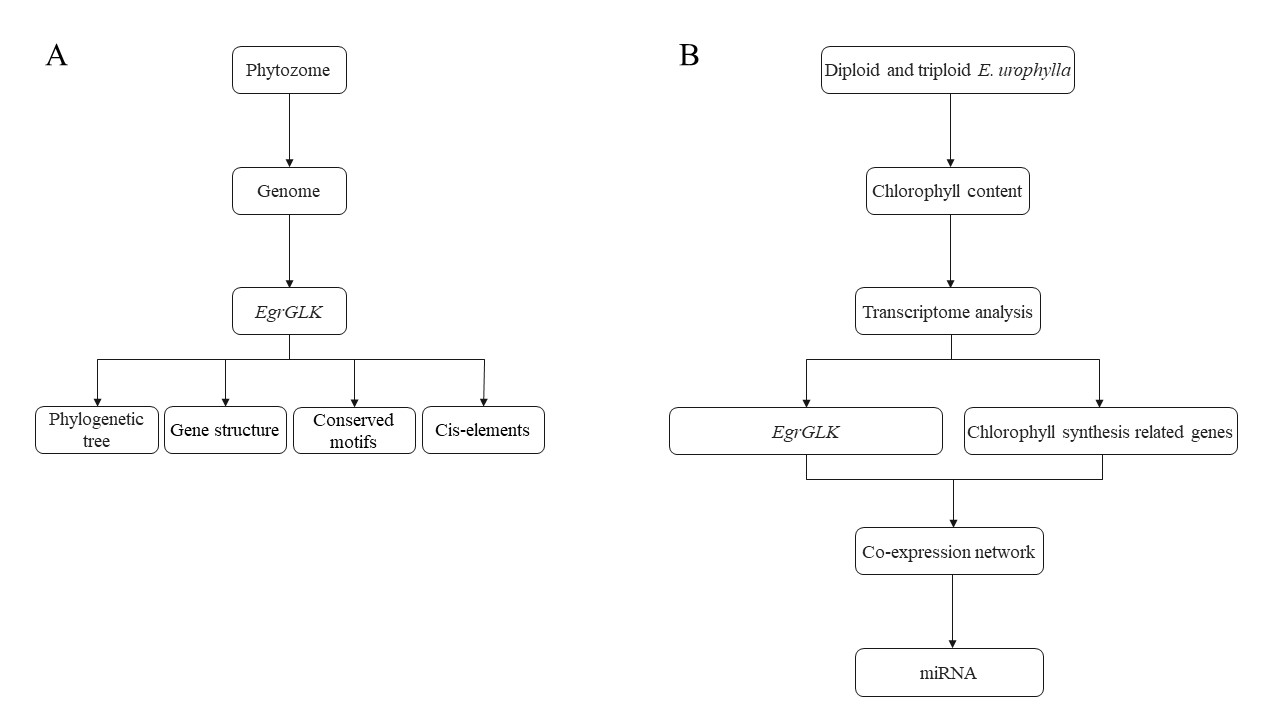

FIGURE S1 The framework figure of the analysis.

(**A**) Identification and bioinformatics analysis of *EgrGLK* gene. (**B**) Chlorophyll content and transcriptome analysis of diploid and triploid *E. urophylla.*

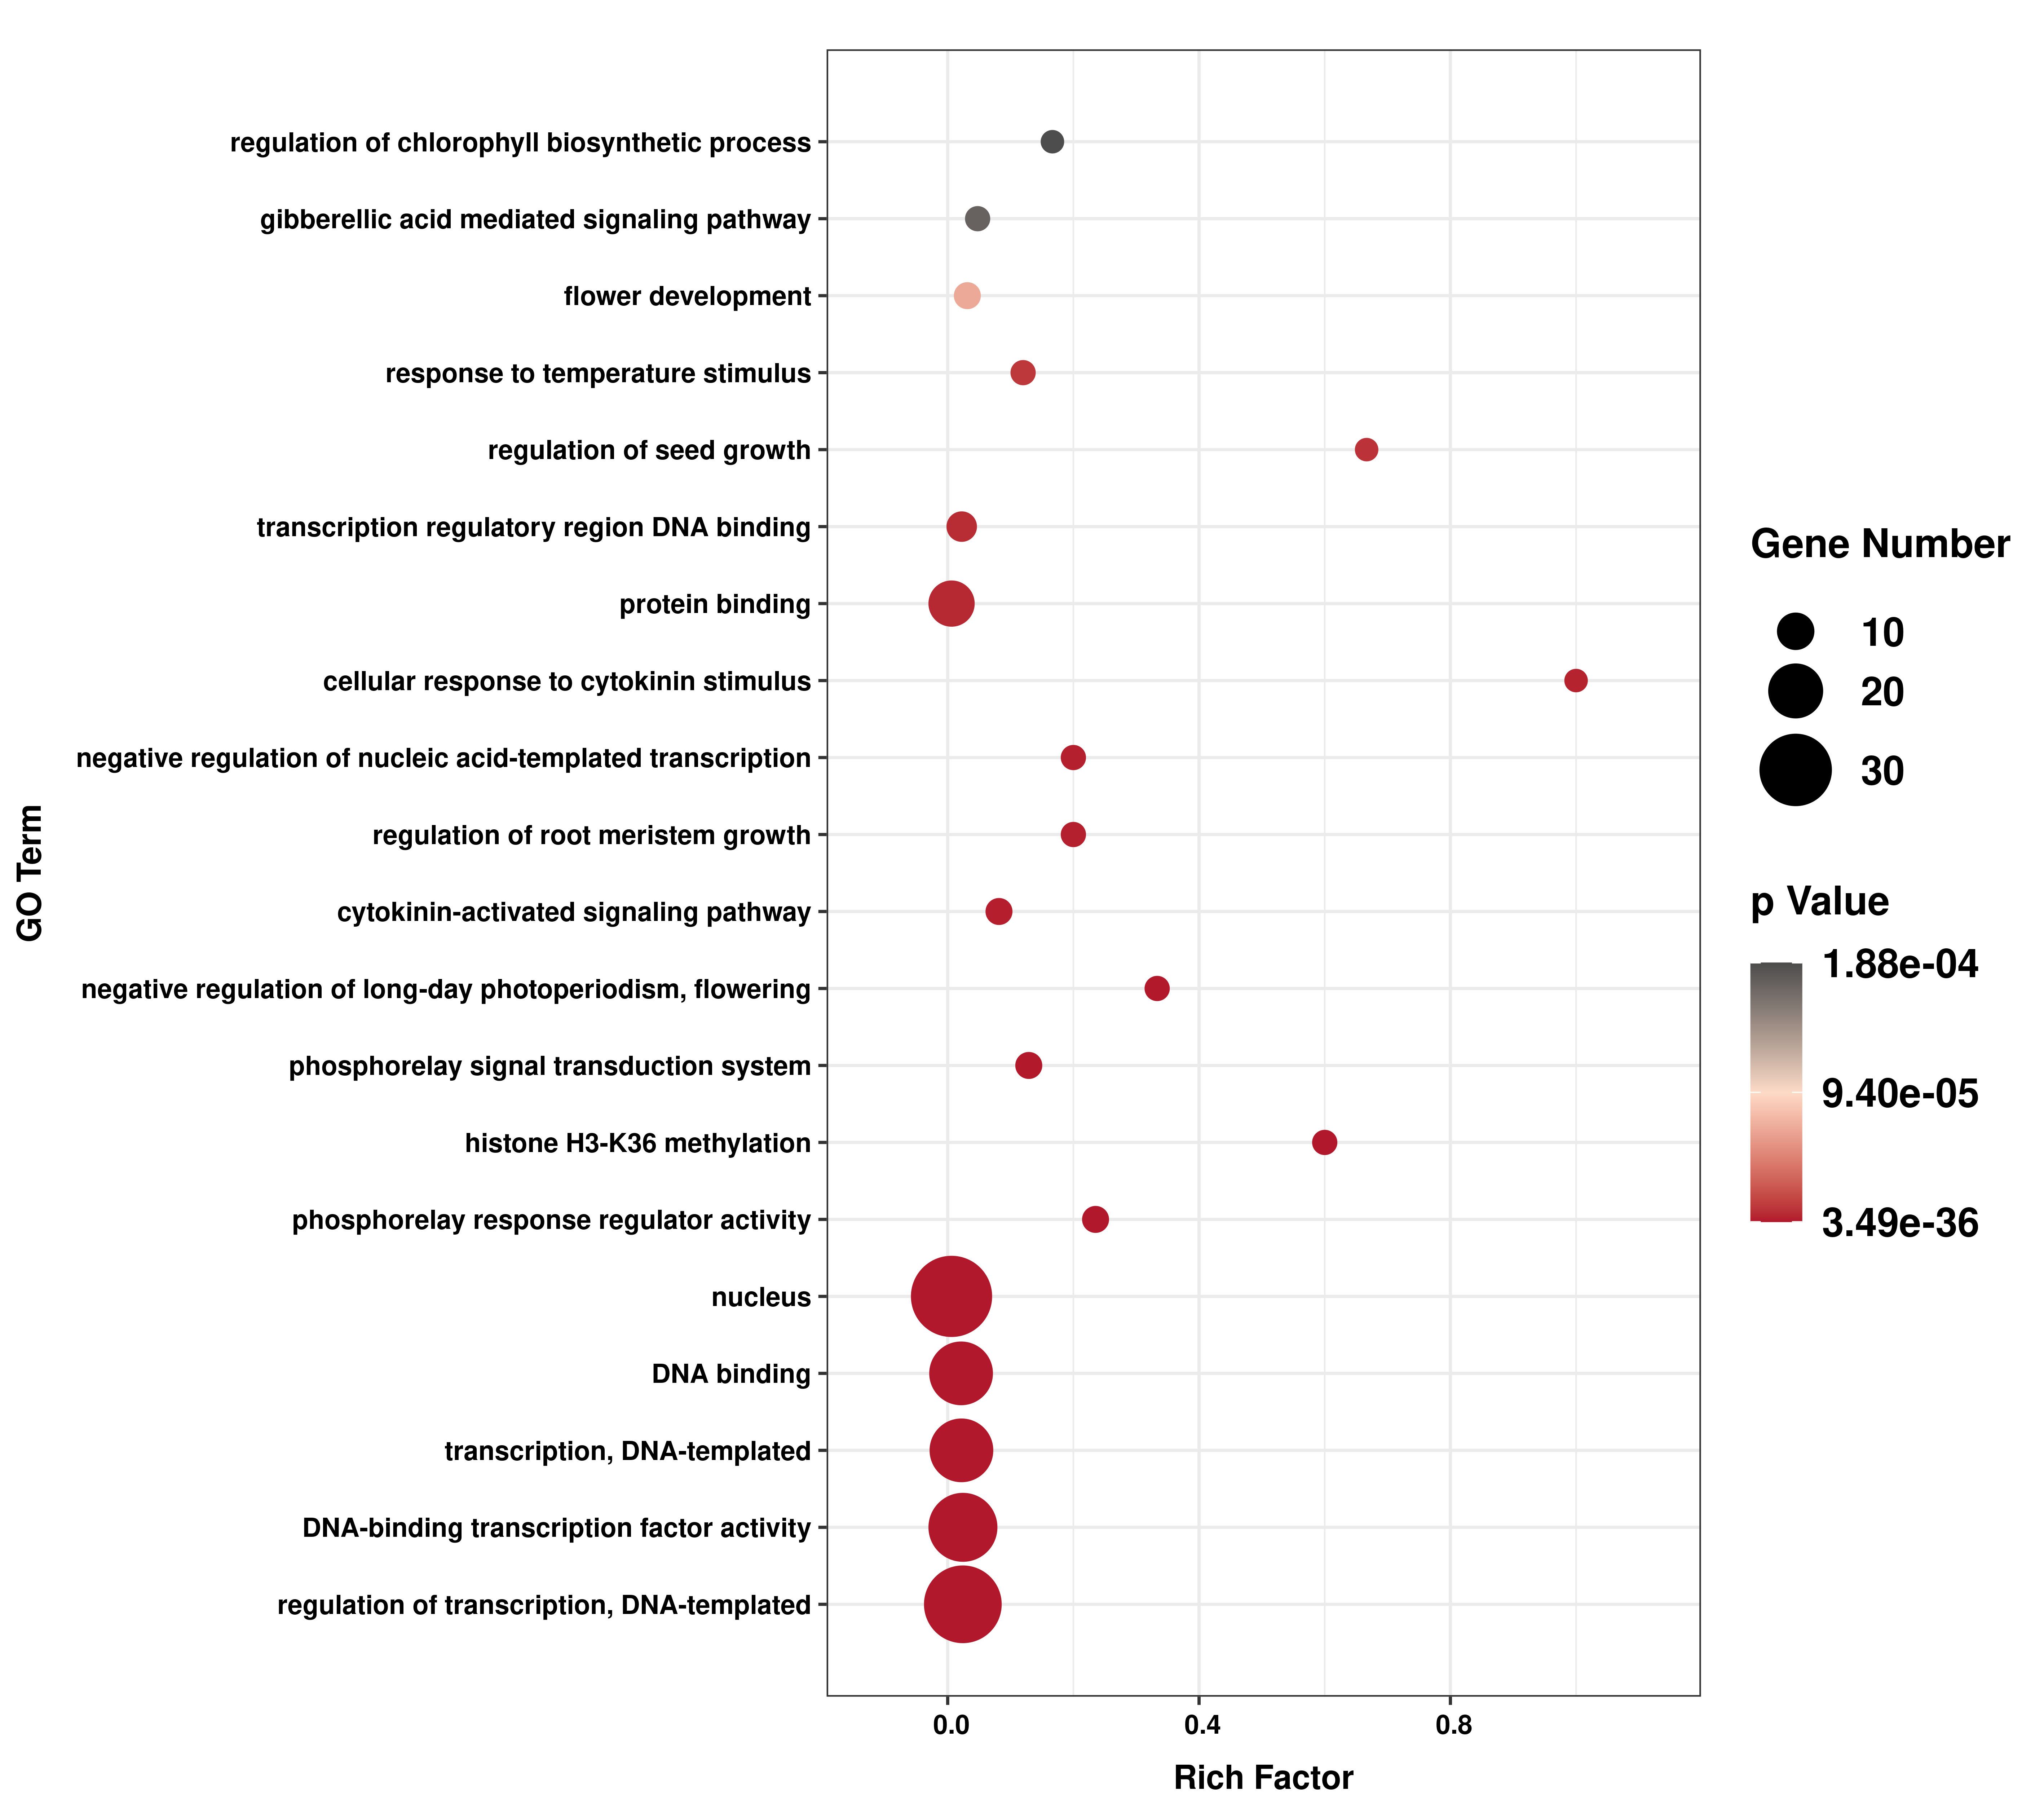

FIGURE S2 GO annotation of *EgrGLK* genes in *E. urophylla* leaves*.*

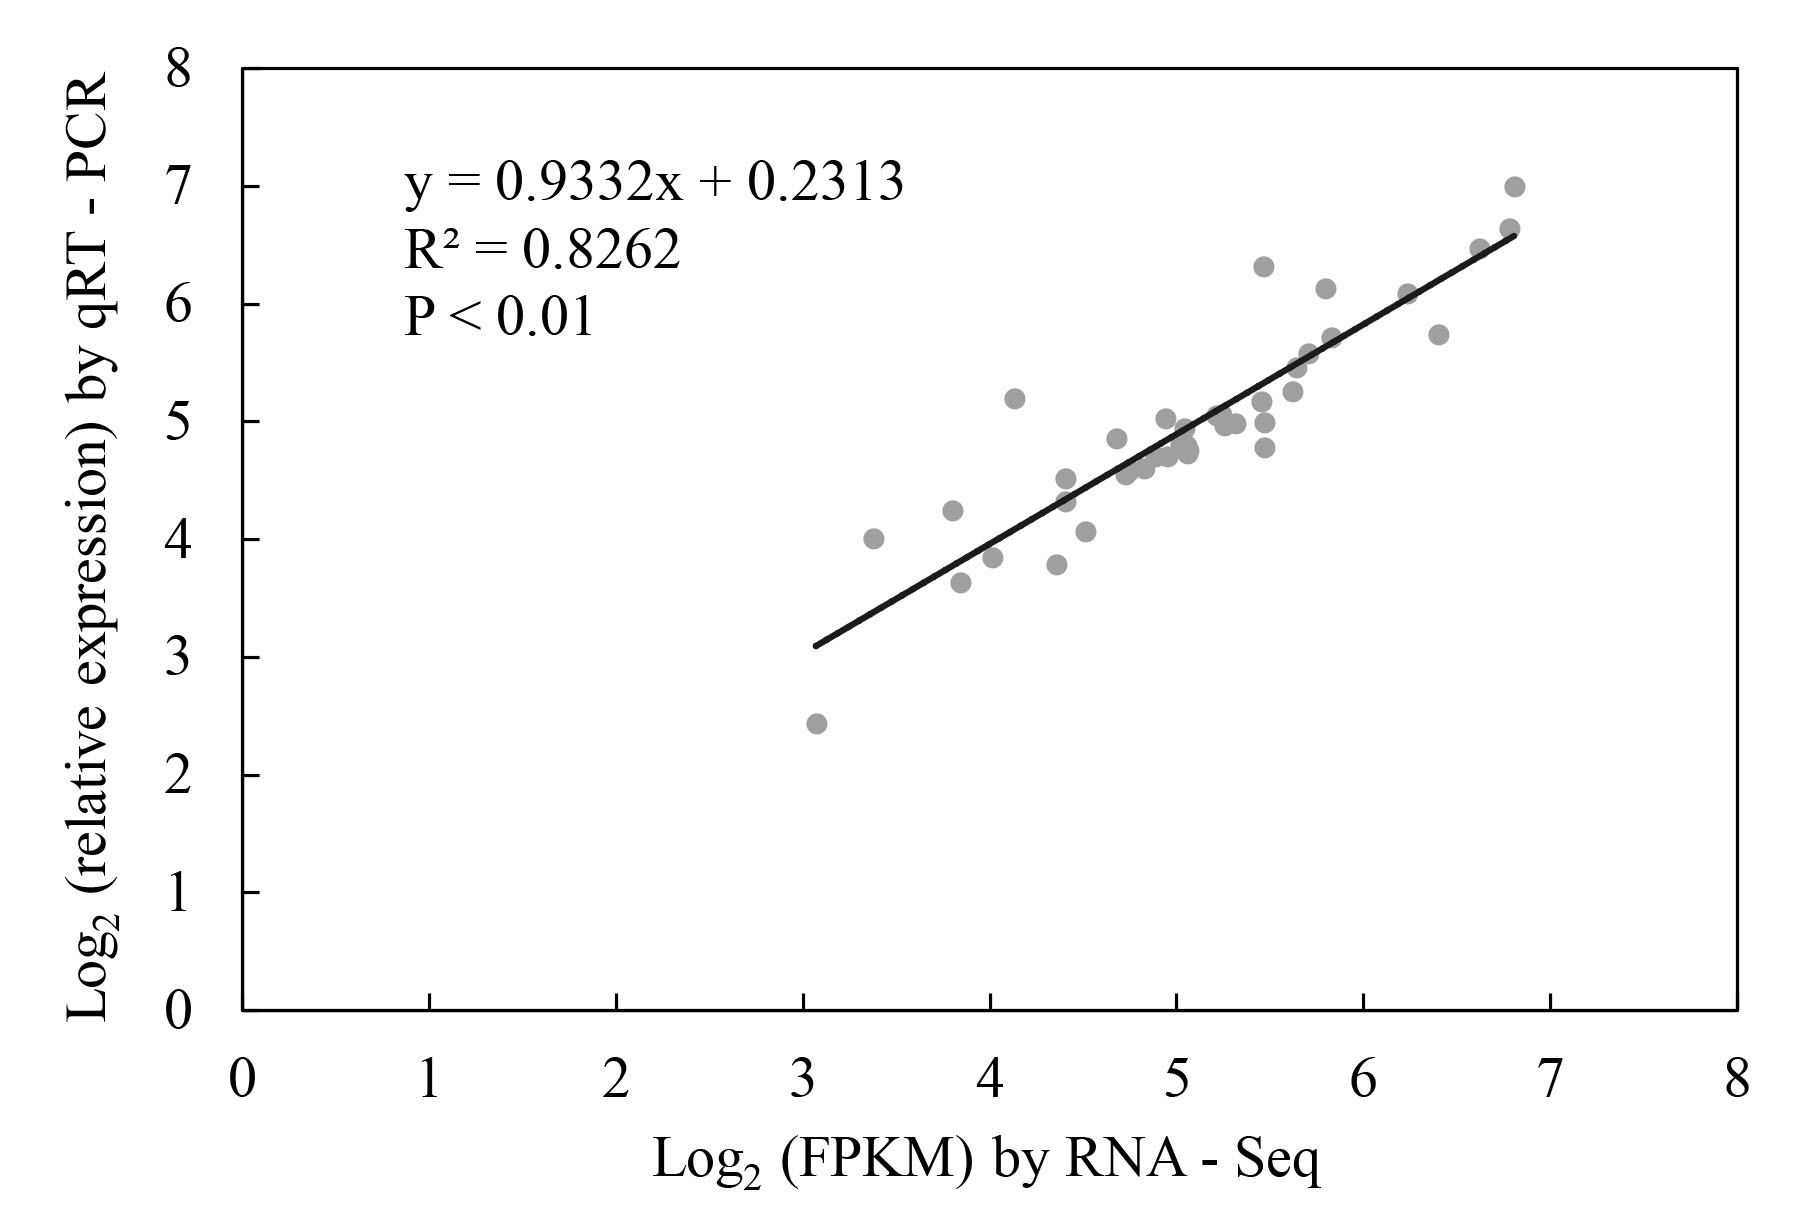

FIGURE S3 Correlation of expression between RNA-seq (X-axis) and qPCR (Y-axis).

How the deposited data were processed for this re-analysis (not part of the article)

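The data are the RNA sequencing of terminal buds, young leaves, mature leaves and senescent leaves of triploid and diploid *Eucalyptus urophylla*, with 3 libraries for each stage and ploidy, 24 libraries in 8 groups. Young leaves are called juvenile leaves in the library labels, and the other stages carry the paper's names. The methods name 5 clones of triploid and diploid *E. urophylla* for the chlorophyll contents and say that the tissues for RNA came from the triploid and diploid clones. How many of these clones the libraries of each ploidy stand for, and whether the 3 libraries of a group come from different trees, is not stated in the paper's methods or in the library labels. The p-values therefore measure the spread between these libraries. The library titles carry the same code in all triploid libraries and another in all diploid ones. Ploidy thus cannot be told apart from other differences between the plants sampled. The replicate numbers were compared between the triploid and the diploid libraries of a stage, by the correlation of their deviations from the group means. Over 12 pairs of libraries with the same number, 3 at each of 4 stages, it lay between −0.204 and 0.103. Of these pairs 5 matched best by number, among them all 3 of senescent leaves (0.036, 0.013 and 0.067). Libraries of the same number at different stages of a ploidy were not compared, so pairing across stages cannot be told.
The authors aligned the reads with HISAT2 2.0 to the *E. grandis* genome, assembled and quantified them with StringTie 1.3.0, used Bowtie 0.12.2, and computed the FPKM values of 26033 genes as deposited. The authors also deposited read counts per gene, used here for 22 libraries, because 1 of the 3 diploid senescent leaf libraries has a matching column of counts. The counts came from the authors' alignment, and 2 further columns of per-sample counts could not be tied to a library and were not used here. The library labels name poly(A) selection and a NovaSeq instrument, and the paper names a total RNA kit, a HiSeq instrument and RPKM. The labels also name a mouse genome build, while the gene identifiers are those of *E. grandis*. The total count per library was 38395755 to 64400745 (median 56603217). The spread between libraries of a group exceeded counting noise, with a mean chi-square per gene of at least 17.6. FPKM values of 0.0001 or less were treated as 0 (130519 values, 2 of them below 0.0001). Of 117374 such values in libraries with counts, 117372 have a count of 0.
The main test was fixed for FPKM alone, since the read counts were not known when it was chosen. It was limma 3.58.1 with a variance trend on log2(FPKM + 1), with 8 group means, over the 19174 genes with a mean of at least 0.5 FPKM, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were the triploid against the diploid at each stage, the older stages (mature and senescent) against the younger ones (terminal buds and young leaves) in each ploidy, the difference of that change between ploidies, and the difference of the ploidy effect at each leaf stage from that in terminal buds. Counts of higher and lower *EgrGLK* genes were also taken from the ratio of mean FPKM. edgeR 4.0.16 (quasi-likelihood test, TMM factors, 22699 genes) and DESeq2 1.42.0 (23213 genes with a total count of at least 10) were run on the counts as alternatives chosen after the values were seen. For senescent leaves they compare 3 triploid libraries with 1 diploid library and take the spread from the other groups. R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.
Links between the 36 *EgrGLK* genes in the table and 21 chlorophyll genes were pairs with a Pearson r of at least 0.6 in size over the FPKM of the 24 libraries. They were tested by 100000 random permutations of the 24 libraries and, added after the values were seen, by an exact permutation of the 8 group means. The exact test takes these means as exchangeable, although both ploidies share the same stages, so it does not have the stage as its unit. The number of links was set against 1000 random sets of 36 genes of like mean FPKM, also added, as was the highest number of links of 1 gene in these sets. The chlorophyll genes carry names and no identifiers in the published table, and each was matched to the gene whose correlations with the *EgrGLK* genes equal the published ones. Gene ontology terms were tested with Fisher's exact test, adjusted over the terms tested.
The gene lists were drawn from the descriptions in the annotation: the *EgrGLK* genes, chlorophyll synthesis, chlorophyll breakdown, light-harvesting proteins, photosystem subunits, Calvin cycle, other chloroplast regulators, flavonoid and anthocyanin synthesis, lignin and secondary wall, terpene synthases, cell cycle, cytosolic ribosomal proteins, heat shock proteins, senescence markers, auxin response, cytokinin response regulators, wax and cutin, vascular tissue, and floral and meristem identity. They were tested at each stage with camera, at a correlation between genes of 0.01 and with the correlation estimated from the libraries, with p adjusted over lists and stages. Some lists are mixed: cytokinin response regulators include type-B regulators and *EgrGLK* genes, senescence markers include WRKY60 and WRKY69, wax and cutin holds many GDSL esterases and lipid-transfer proteins, and vascular tissue is mostly phloem proteins and NAC factors with *EgrGLK26*.
Genes are named by a rule. It takes each *EgrGLK* gene that the paper names for expression and the published gene pairs, whose published values had been seen, each chlorophyll gene of the paper that could be matched, and at each stage the 5 highest and 5 lowest called genes with no overlap between ploidies, a mean of at least 5 FPKM over the 6 libraries and an informative description. It also takes up to 4 called members of each list with the greatest log2 change in size. Genes outside the rule are said to be chosen after the values were seen.
The alternatives tried were a pseudocount of 0.1, no filter and a filter of 5 FPKM, quantile normalization, scaling each library by its median ratio, no variance trend, a block of replicate numbers, each library left out in turn, the 6 libraries of a stage alone, and a least log2 change of 1. For links they were the log2 scale, Spearman's rho, each ploidy alone, the 8 means, deviations from these means, a limit of 0.7, scaling and each library left out. Added after the values were seen were edgeR, DESeq2, the removal of the 3 libraries that stand apart from their group, chlorophyll genes chosen by description, and gene lists without the genes that are silent in the triploid. The tests were run on simulated data with known changes: limma found between 85.1% and 94% of changes of log2 1 and between 20.9% and 40.3% of changes of log2 0.5, with 5.1% to 7.4% false calls. In mature leaves edgeR found 70.1% of changes of log2 1 and 14.9% of log2 0.5, with 1.7% false calls. In these simulations 66 or 67 genes of each size were changed, none of them at low levels. The simulated libraries had no stage differences, no shift shared by most genes, and noise independent between genes. The real libraries differ in these respects and in the number of genes that change, so the rates need not hold for them. Quantitative PCR values, chlorophyll contents and small RNAs were not analysed here.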

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

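The tests of random gene sets, of the silent genes along the chromosomes, of their paralogs and of other splits of the libraries were chosen only after the results were seen. For the direction of *EgrGLK* genes and for the paralogs the outcome that would argue for or against was written down before the test was run. The main tests, the gene lists and the alternatives other than those named as added were set before the data were examined.
The *EgrGLK* genes were mostly lower in triploid terminal buds (23 of 36) and higher in triploid mature (24) and senescent leaves (27) by the ratio of mean FPKM. The direction may be that of most genes. Of 10000 random sets of 36 genes of like FPKM, 7159 held at least as many lower genes in terminal buds, 4196 at least as many higher genes in mature leaves and 623 at least as many in senescent leaves, and the random medians were 24, 23 and 22. These sets argue against a direction particular to *EgrGLK* genes in terminal buds and mature leaves, while in senescent leaves the margin is narrow. Whether the shared shift comes from ploidy, from other differences of genotype or from the abundant transcripts stays open, since the labels do not tell how many clones each ploidy stands for.
Positive links of *EgrGLK* with chlorophyll genes outnumbered negative ones, 115 to 36. Of 1000 random sets of 36 genes of like FPKM, 522 had at least 115 positive links, and the random median was 116 positive and 39 negative. The excess of positive links could thus be a property of the chlorophyll genes and of these stages that other genes share. Of these sets 96 held a gene with at least 17 positive links, as *EgrGLK3* has, and 90 held at least 2 genes with at least 16, so the high numbers of *EgrGLK3* and *EgrGLK37* may also be those of the highest of 36 genes. Whether either gene acts on the chlorophyll genes stays open, as a correlation across stages cannot separate this from a shared course with leaf age.
Genes with at least 2 FPKM at all 4 stages of the diploid and under 0.1 FPKM at all 4 of the triploid were sought because no conclusion of the paper used them, and 17 were found, against 0 in the other direction. A count of 10 of these lie in 1 block of chromosome 11 (1313410 to 1574675), where the named ones are described as the MADS-box genes AGL42 or SOC1-like. Of 15 such genes on chromosomes 13 had another within 100 kb, where 10000 random sets gave a median of 0 and at most 4, which is consistent with genome segments that differ between the triploid and the diploid or from the reference. Reads moved to paralogs are argued against, since the summed FPKM of 11 genes described as AGL42 or SOC1 in the triploid was 26.0% of that in the diploid (39.3 against 151.2). The random sets drew single genes and do not allow for neighbouring paralogs with a shared course. Whether the segment is missing, divergent or silenced in the triploid was not tested and needs DNA reads.
For the *EgrGLK* genes the rule was a ploidy effect whose sign differs between a leaf stage and terminal buds, both called, and whose difference is called by limma, with and without scaling by the median ratio. In mature leaves the effect lay above that in terminal buds by a log2 of 1.61 for *EgrGLK1*, 1.13 for *EgrGLK2* and 2.12 for *EgrGLK11*. In mature leaves it was −2.18 for *EgrGLK6*, −2.74 for *EgrGLK26* and −2.65 for *EgrGLK32*, all below that in terminal buds. In senescent leaves it was 1.52 for *EgrGLK1*, 1.195 for *EgrGLK2*, 2.80 for *EgrGLK11*, 1.84 for *EgrGLK21* and −1.59 for *EgrGLK29*. The cause of these differences between stages was not tested.
The 3 libraries against 3 of each stage make 10 splits, of which 1, the real one, gave as many genes, too few for a share under 0.05. The real and the highest other counts were 9366 and 46 in terminal buds, 4480 and 2 in young leaves, 12448 and 0 in mature leaves (limma, adjusted p) and 11527 and 1 in senescent leaves. In mature leaves the count of 0 belongs to a split of mixed ploidy and was not repeated with another tool. For the change with leaf age, 100 splits were made and 1, the real one, gave as many genes: 15906 against at most 10553 in the diploid, 16220 against 12739 in the triploid, and 13088 against 11490 for the difference between ploidies. The same count, 1 of 100, was found for the difference of the ploidy effect from terminal buds in mature leaves (12285 against 10794) and senescent leaves (11934 against 6602). In young leaves 2 of 100 splits, the real one included, gave as many genes, and the highest other split called 5971 against 4983. These other splits call many genes, which points to a structure of the samples, since they part libraries of the same group and mix groups that differ in stage or ploidy. For leaf age the unit is the stage, 2 against 2, so these splits do not tell whether chance can be excluded with stages as the unit.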

How the results depend on the processing

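The alternatives with edgeR, DESeq2, the removal of the 3 libraries that stand apart, chlorophyll genes chosen by description and lists without silent genes were chosen only after the results were seen. Of 637 alternatives of counts and lists, 611 gave the same result. For a count this means a total within 1.5 times of the main one, whatever its split into higher and lower genes. The *EgrGLK* calls in terminal buds thus count as the same, with 7 higher and 15 lower, and 10 and 10 after scaling by the median ratio. Among 2032 alternative log2 differences of genes, at the stages for which levels or tests are given in the text, 1893 were the same, with 83 weaker, 51 stronger and 5 reversed. Reversed means a change of sign where the value was called in at least 1 of the 2 settings, so sign changes of values called in neither are not counted. Among these the reversed ones are in senescent leaves: *EgrGLK30* with edgeR (−0.442), *EgrGLK31* with quantile normalization (−0.067), edgeR (−0.210) and DESeq2 (−0.147), and *EgrGLK7* with edgeR (−0.033). There edgeR and DESeq2 have counts of 1 diploid library, replicate 3, against 3 triploid ones. With a log2 change of at least 1 the calls of all genes were 1871, 600, 4145 and 3836 at the 4 stages, and those of *EgrGLK* genes 5, 0, 7 and 6. In young leaves no *EgrGLK* gene reached that size in limma at any p, the greatest being *EgrGLK20* at −0.80, and with edgeR *EgrGLK20* had −1.18 (adjusted p = 0.1). With the 6 libraries of terminal buds alone 10 *EgrGLK* genes were called. With 1 library left out the *EgrGLK* calls in young leaves ranged from 3 to 9. The difference between ploidies in the rise of *EgrGLK40* with leaf age was −0.713 with a pseudocount of 0.1, −0.785 with edgeR and −0.809 with DESeq2 (also 1 diploid senescent library), none past the threshold. Of all genes, 3237 had a ploidy effect in young leaves that differed from terminal buds with edgeR. Lists called in mature leaves numbered 4 with a filter of 5 FPKM and 4 with quantile normalization, and in senescent leaves 5 with quantile normalization. Positive links numbered 190 in the diploid alone, with fewer libraries at the same limit, and 61 at a limit of 0.7. Negative links numbered 65 in the diploid alone, 109 in the triploid alone, 2 for deviations from the group means, 12 at a limit of 0.7 and 63 after scaling by the median ratio. The cause was not tested for any of these.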

Differences from the paper's values

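The comparison with the published values was planned, and the look at the young leaf column of the published table was chosen only after the difference was seen. The paper gives 30 *EgrGLK* genes upregulated in triploid young leaves, and here 14 of 36 had a higher mean FPKM in the triploid. Each alternative set before the data were examined also differs from 30: the median FPKM gave 14, the mean of log2 values 15, genes with a mean of at least 0.5 FPKM 14, a ratio of at least 1.2 gave 11, scaling by the median ratio 14, and leaving out 1 library 14 to 16. The paper names *EgrGLK15*, *EgrGLK25*, *EgrGLK39*, *EgrGLK9* and *EgrGLK27* among the genes upregulated at this stage, and their ratios here were 0.836, 0.869, 0.824, 0.985 and 0.792. The paper's fold changes of the first 3 are 1.05, 1.10 and 1.04. For *EgrGLK3*, *EgrGLK37* and *EgrGLK1* the ratios were 1.25, 1.29 and 1.22, above 1 as in the paper, which gives 1.03 for *EgrGLK3* and 1.01 for *EgrGLK37*. The young leaf column of the published table holds values from 8.75e-06 to 1 and none below 0, while 22 of the log2 ratios here are below 0. It cannot hold log2 ratios of these means, and its rank correlation with the log2 ratio was 0.173. It was 0.994 with the p of an edgeR exact test run here. The other 3 columns match the log2 ratios here with a largest difference of 0.00357.
In senescent leaves the paper gives 28 upregulated genes, and here 27 of 35 genes with a ratio were higher. *EgrGLK5* makes the difference, since the paper's table gives it 3.63878, while it is listed at 0 here in the diploid. Scaling by the median ratio gave 18 higher genes at this stage. The 107 values of the supplement that were compared lay within the SD of the log2 ratio here, computed from the mean and SD of each group, and after scaling by the median ratio 31 of them in mature leaves, 29 in senescent leaves and 6 in terminal buds did not. Of the values in the text 29 came within 1.5 times of the paper's and 1 did not. That limit ignores direction, so young leaf fold changes above 1 in the paper and below 1 here pass it, as for *EgrGLK15*, *EgrGLK25* and *EgrGLK39*. The link counts among these values rest on chlorophyll genes matched by the published correlations, so their match is partly built in. For the links, where 115 and 36 are the paper's numbers and those here, the diploid alone (190 and 65), the triploid alone (109 negative), a limit of 0.7 (61 and 12), deviations from the group means (2 negative) and scaling by the median ratio (63 negative) differ.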

Other observations

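The gene lists were set in advance, and the genes of the block on chromosome 11 and the test of a list without them were chosen only after the values were seen. In senescent leaves of the triploid the transcripts of the photosynthetic apparatus were lower. *CP24* (Eucgr.G00777), an antenna protein of photosystem II, fell from 548.2 ± 22.1 to 193.9 ± 16.1 FPKM (SD, n = 3, log2 −1.50, limma adjusted p = 2.6e-12), and *PsbS* (Eucgr.F03789), which protects against excess light, from 1181.5 ± 43.6 to 421.1 ± 18.1 FPKM (log2 −1.49, adjusted p = 3.2e-12). Of 16 light-harvesting proteins, 0 higher and 15 lower (0 and 16 after scaling by the median ratio, camera adjusted p = 3.6e-09, and adjusted p = 0.21 with an estimated correlation) were called in senescent leaves by limma, and of 19 photosystem subunits 0 higher and 19 lower (camera adjusted p = 2.3e-11, and adjusted p = 0.21 with an estimated correlation). In mature leaves the photosystem subunits were already lower, with 0 higher and 14 lower (0 and 18 after scaling by the median ratio, camera adjusted p = 0.00024, and adjusted p = 0.42 with an estimated correlation), and the subunit W of photosystem II (Eucgr.B01493) fell from 3279.4 ± 153.1 to 1649.0 ± 155.5 FPKM. In the same leaves a light-harvesting protein of type 1 (Eucgr.D00319) rose from 436.2 ± 25.1 to 1284.4 ± 131.2 FPKM (log2 1.55, limma adjusted p = 3.3e-10), and protochlorophyllide reductase (Eucgr.F01098), the light-driven step of chlorophyll synthesis, from 45.3 ± 3.90 to 183.0 ± 7.99 FPKM (log2 1.99, adjusted p = 1.1e-11). Genes of chlorophyll breakdown were lower in terminal buds, with 0 higher and 8 lower (0 and 9 over the list alone, 0 and 6 after scaling by the median ratio, camera adjusted p = 0.024, and adjusted p = 0.34 with an estimated correlation) of 10, and in senescent leaves, with 0 higher and 5 lower (0 and 7 after scaling by the median ratio, camera adjusted p = 0.019, and adjusted p = 0.34 with an estimated correlation). *STAY-GREEN* (Eucgr.E00514), which starts the breakdown, fell there from 1013.3 ± 41.4 to 539.7 ± 42.0 FPKM (log2 −0.91, limma adjusted p = 1.1e-07). *HY5* (Eucgr.C02802), a light response factor, fell from 47.8 ± 2.16 to 22.1 ± 2.08 FPKM in terminal buds and from 45.4 ± 4.30 to 27.4 ± 2.15 FPKM in young leaves.
Cytosolic ribosomal proteins, 110 genes, were higher in triploid terminal buds (56 higher and 5 lower (57 and 5 over the list alone, 69 and 3 after scaling by the median ratio, camera adjusted p = 2.3e-11, and adjusted p = 0.35 with an estimated correlation)) and young leaves (36 higher and 6 lower (44 and 6 over the list alone, 17 and 5 after scaling by the median ratio, camera adjusted p = 5.8e-06, and adjusted p = 0.54 with an estimated correlation)) and lower in mature leaves (13 higher and 64 lower (14 and 66 over the list alone, 4 and 85 after scaling by the median ratio, camera adjusted p = 1.2e-06, and adjusted p = 0.52 with an estimated correlation)) and senescent leaves (5 higher and 45 lower (1 and 83 after scaling by the median ratio, camera adjusted p = 5.8e-06, and adjusted p = 0.54 with an estimated correlation)). Ribosomal protein L32-1 (Eucgr.E02981) went against this in the young stages and fell from 168.0 ± 21.7 to 39.6 ± 4.60 FPKM in terminal buds. Heat shock proteins, 20 genes, were higher in terminal buds (8 higher and 1 lower (11 and 1 after scaling by the median ratio, camera adjusted p = 9.1e-05, and adjusted p = 0.2 with an estimated correlation)) and lower in mature leaves (3 higher and 11 lower (3 and 13 after scaling by the median ratio, camera adjusted p = 0.0084, and adjusted p = 0.34 with an estimated correlation)) and senescent leaves (1 higher and 11 lower (0 and 17 after scaling by the median ratio, camera adjusted p = 0.0011, and adjusted p = 0.23 with an estimated correlation)), with 2 higher and 1 lower (3 and 1 after scaling by the median ratio, camera adjusted p = 0.74, and adjusted p = 0.92 with an estimated correlation) in young leaves. Heat shock protein 83 (Eucgr.A02734), a chaperone, rose from 0.339 ± 0.170 to 15.0 ± 1.25 FPKM in terminal buds. Terpene synthases, 20 genes that make leaf oils, were higher in terminal buds (11 higher and 5 lower (11 and 7 over the list alone, camera adjusted p = 0.0012, and adjusted p = 0.24 with an estimated correlation)) and lower in young leaves (2 higher and 13 lower (2 and 12 after scaling by the median ratio, camera adjusted p = 1.8e-05, and adjusted p = 0.18 with an estimated correlation)), mature leaves (2 higher and 5 lower (2 and 8 after scaling by the median ratio, camera adjusted p = 0.045, and adjusted p = 0.42 with an estimated correlation, camera adjusted p = 0.2 after scaling)) and senescent leaves (2 higher and 8 lower (2 and 10 after scaling by the median ratio, camera adjusted p = 0.01, and adjusted p = 0.34 with an estimated correlation, camera adjusted p = 0.12 after scaling)). A germacrene D synthase (Eucgr.F03400) rose from 21.2 ± 6.22 to 144.9 ± 10.0 FPKM in terminal buds, and another (Eucgr.K03518) fell from 49.2 ± 9.62 to 16.6 ± 0.520 FPKM in young leaves. Senescence markers, 10 genes, were lower in terminal buds (1 higher and 9 lower (1 and 8 after scaling by the median ratio, camera adjusted p = 0.019, and adjusted p = 0.22 with an estimated correlation)) and young leaves (0 higher and 5 lower (camera adjusted p = 0.019, and adjusted p = 0.22 with an estimated correlation)), with 5 higher and 3 lower (4 and 3 after scaling by the median ratio, camera adjusted p = 0.97, and adjusted p = 0.98 with an estimated correlation) in mature leaves and 5 higher and 3 lower (camera adjusted p = 0.85, and adjusted p = 0.92 with an estimated correlation) in senescent leaves. The protease *SAG12* (Eucgr.D00494) fell from 34.7 ± 10.6 to 6.41 ± 8.27 FPKM in terminal buds, where the triploid SD exceeds the mean. It fell from 1338.3 ± 74.9 to 181.7 ± 9.86 FPKM in mature leaves and from 28745 to 5339 FPKM in senescent leaves. At that last stage it held 4.1 ± 0.29% of all FPKM in the diploid and 0.87 ± 0.04% in the triploid.
Of 29 floral and meristem identity genes the counts were 2 higher and 17 lower (2 and 18 over the list alone, 2 and 14 after scaling by the median ratio, camera adjusted p = 0.0002, and adjusted p = 0.18 with an estimated correlation) in terminal buds, 1 higher and 10 lower (2 and 10 over the list alone, camera adjusted p = 7.8e-09, and adjusted p = 0.031 with an estimated correlation) in young leaves, 6 higher and 13 lower (1 and 16 after scaling by the median ratio, camera adjusted p = 0.00018, and adjusted p = 0.18 with an estimated correlation) in mature leaves and 6 higher and 11 lower (4 and 14 after scaling by the median ratio, camera adjusted p = 0.00091, and adjusted p = 0.2 with an estimated correlation) in senescent leaves. The mean log2 differences were −1.07, −1.01, −0.90 and −0.76 at the 4 stages, and the medians −0.50, −0.28, −0.017 and −0.083. With an estimated correlation the list passed the threshold in young leaves alone. Without 6 of its genes that are silent in the triploid, the other 23 numbered 2 higher and 11 lower in terminal buds (camera adjusted p = 0.11), 1 and 4 in young leaves (camera adjusted p = 0.017, and adjusted p = 0.32 with an estimated correlation), 6 and 7 in mature leaves (camera adjusted p = 0.13) and 6 and 5 in senescent leaves (camera adjusted p = 0.34). The SOC1-like gene Eucgr.K00207, of a family that promotes flowering, fell from 25.9 ± 1.00 to 0.069 ± 0.062 FPKM in young leaves, and the AGL42 genes Eucgr.K00202 and Eucgr.K00204 from 15.4 ± 5.62 and 14.1 ± 3.98 FPKM in terminal buds to a level listed at 0. These genes and the other silent ones of the list belong to the block of 10 genes over 261.3 kb of chromosome 11. In these 10, chosen by limits on their group means, no triploid library exceeded 0.119 FPKM and no diploid library fell below 1.503 FPKM. The window holds 16 genes in all. Those outside the 10 had means of 0 to 1.874 FPKM over the diploid stages and 0 to 0.106 FPKM over the triploid ones. Beside the block, the SOC1-like gene Eucgr.K00208 fell from 11.5 ± 0.925 to 0.007 ± 0.013 FPKM in terminal buds. With other limits 7 to 21 genes had transcripts in the diploid alone. A segment of chromosome 11 that differs between the triploid and the diploid may thus carry part of the difference of this list. Of the 13 placed genes with a neighbour of the same kind, 10 lie in this block and 3 on chromosome 8.
For the other lists the counts by limma, higher and lower in the triploid, were as follows. Of 16 light-harvesting proteins they were 2 higher and 7 lower (2 and 4 after scaling by the median ratio, camera adjusted p = 0.43, and adjusted p = 0.92 with an estimated correlation) in terminal buds, 3 higher and 0 lower (camera adjusted p = 0.22, and adjusted p = 0.87 with an estimated correlation) in young leaves and 6 higher and 4 lower (3 and 8 after scaling by the median ratio, camera adjusted p = 0.92, and adjusted p = 0.98 with an estimated correlation) in mature leaves. Of 19 photosystem subunits they were 1 higher and 8 lower (1 and 2 after scaling by the median ratio, camera adjusted p = 0.62, and adjusted p = 0.92 with an estimated correlation) in terminal buds and 2 higher and 1 lower (1 and 1 over the list alone, 0 and 0 after scaling by the median ratio, camera adjusted p = 0.41, and adjusted p = 0.92 with an estimated correlation) in young leaves. Of 10 chlorophyll breakdown genes they were 1 higher and 3 lower (camera adjusted p = 0.37, and adjusted p = 0.72 with an estimated correlation) in young leaves and 3 higher and 3 lower (3 and 5 after scaling by the median ratio, camera adjusted p = 0.83, and adjusted p = 0.92 with an estimated correlation) in mature leaves. Of 10 Calvin cycle genes they were 1 higher and 6 lower (1 and 7 over the list alone, 1 and 3 after scaling by the median ratio, camera adjusted p = 0.21, and adjusted p = 0.7 with an estimated correlation) in terminal buds, 3 higher and 0 lower (camera adjusted p = 0.31, and adjusted p = 0.77 with an estimated correlation) in young leaves, 5 higher and 0 lower (3 and 2 after scaling by the median ratio, camera adjusted p = 0.51, and adjusted p = 0.89 with an estimated correlation) in mature leaves and 0 higher and 5 lower (0 and 6 after scaling by the median ratio, camera adjusted p = 0.062, and adjusted p = 0.52 with an estimated correlation, camera adjusted p = 0.041 after scaling) in senescent leaves. Rubisco activase (Eucgr.J02030), which keeps Rubisco active, fell from 206.6 ± 30.3 to 109.5 ± 7.83 FPKM in terminal buds. Of 10 other chloroplast regulators they were 0 higher and 7 lower (0 and 6 after scaling by the median ratio, camera adjusted p = 0.029, and adjusted p = 0.35 with an estimated correlation) in terminal buds, 1 higher and 3 lower (1 and 4 over the list alone, camera adjusted p = 0.062, and adjusted p = 0.42 with an estimated correlation) in young leaves, 4 higher and 4 lower (3 and 4 after scaling by the median ratio, camera adjusted p = 0.62, and adjusted p = 0.89 with an estimated correlation) in mature leaves and 3 higher and 5 lower (3 and 6 after scaling by the median ratio, camera adjusted p = 0.15, and adjusted p = 0.54 with an estimated correlation) in senescent leaves. Of 49 flavonoid and anthocyanin genes they were 12 higher and 18 lower (12 and 19 over the list alone, 14 and 13 after scaling by the median ratio, camera adjusted p = 0.67, and adjusted p = 0.92 with an estimated correlation) in terminal buds, 10 higher and 14 lower (11 and 16 over the list alone, 10 and 15 after scaling by the median ratio, camera adjusted p = 0.66, and adjusted p = 0.92 with an estimated correlation) in young leaves, 24 higher and 8 lower (22 and 14 after scaling by the median ratio, camera adjusted p = 0.084, and adjusted p = 0.65 with an estimated correlation) in mature leaves and 17 higher and 11 lower (9 and 14 after scaling by the median ratio, camera adjusted p = 0.66, and adjusted p = 0.92 with an estimated correlation) in senescent leaves. Of 77 lignin and secondary wall genes they were 16 higher and 23 lower (20 and 17 after scaling by the median ratio, camera adjusted p = 0.35, and adjusted p = 0.76 with an estimated correlation) in terminal buds, 17 higher and 14 lower (23 and 17 over the list alone, 14 and 18 after scaling by the median ratio, camera adjusted p = 0.72, and adjusted p = 0.92 with an estimated correlation) in young leaves, 33 higher and 13 lower (28 and 19 after scaling by the median ratio, camera adjusted p = 0.51, and adjusted p = 0.87 with an estimated correlation) in mature leaves and 36 higher and 16 lower (36 and 17 over the list alone, 31 and 19 after scaling by the median ratio, camera adjusted p = 0.44, and adjusted p = 0.86 with an estimated correlation) in senescent leaves. A caffeic acid methyltransferase (Eucgr.H00353), of lignin synthesis, rose from 157.9 ± 35.2 to 897.2 ± 93.5 FPKM in terminal buds. Of 21 cell cycle genes they were 0 higher and 6 lower (4 and 6 after scaling by the median ratio, camera adjusted p = 0.93, and adjusted p = 0.98 with an estimated correlation) in terminal buds, 2 higher and 1 lower (2 and 4 after scaling by the median ratio, camera adjusted p = 0.83, and adjusted p = 0.94 with an estimated correlation) in young leaves, 8 higher and 2 lower (6 and 2 over the list alone, 4 and 4 after scaling by the median ratio, camera adjusted p = 1, and adjusted p = 1 with an estimated correlation) in mature leaves and 3 higher and 2 lower (1 and 1 over the list alone, 1 and 2 after scaling by the median ratio, camera adjusted p = 0.43, and adjusted p = 0.87 with an estimated correlation) in senescent leaves. Cyclin D3-1 (Eucgr.G01371), which drives division, fell from 193.3 ± 8.19 to 121.9 ± 4.38 FPKM in terminal buds (log2 −0.66, adjusted p = 0.002, log2 −0.46 after scaling by the median ratio, adjusted p = 0.31 with edgeR). Of 34 auxin response genes they were 5 higher and 12 lower (9 and 6 after scaling by the median ratio, camera adjusted p = 0.62, and adjusted p = 0.89 with an estimated correlation) in terminal buds, 2 higher and 8 lower (2 and 9 after scaling by the median ratio, camera adjusted p = 0.087, and adjusted p = 0.42 with an estimated correlation) in young leaves, 5 higher and 11 lower (3 and 16 after scaling by the median ratio, camera adjusted p = 0.024, and adjusted p = 0.34 with an estimated correlation) in mature leaves and 5 higher and 12 lower (4 and 19 after scaling by the median ratio, camera adjusted p = 0.032, and adjusted p = 0.35 with an estimated correlation, camera adjusted p = 0.092 after scaling) in senescent leaves. Of 11 cytokinin response regulators they were 2 higher and 4 lower (2 and 2 after scaling by the median ratio, camera adjusted p = 0.88, and adjusted p = 0.94 with an estimated correlation) in terminal buds, 1 higher and 2 lower (1 and 3 over the list alone, camera adjusted p = 0.12, and adjusted p = 0.52 with an estimated correlation) in young leaves, 7 higher and 2 lower (4 and 2 after scaling by the median ratio, camera adjusted p = 0.61, and adjusted p = 0.89 with an estimated correlation) in mature leaves and 5 higher and 0 lower (3 and 2 after scaling by the median ratio, camera adjusted p = 0.51, and adjusted p = 0.87 with an estimated correlation) in senescent leaves. Of 98 wax and cutin genes they were 23 higher and 28 lower (23 and 29 over the list alone, 29 and 19 after scaling by the median ratio, camera adjusted p = 0.25, and adjusted p = 0.59 with an estimated correlation) in terminal buds, 28 higher and 12 lower (32 and 13 over the list alone, 27 and 12 after scaling by the median ratio, camera adjusted p = 0.032, and adjusted p = 0.35 with an estimated correlation) in young leaves, 24 higher and 31 lower (24 and 30 over the list alone, 19 and 46 after scaling by the median ratio, camera adjusted p = 0.06, and adjusted p = 0.37 with an estimated correlation) in mature leaves and 17 higher and 22 lower (16 and 22 over the list alone, 10 and 25 after scaling by the median ratio, camera adjusted p = 0.023, and adjusted p = 0.34 with an estimated correlation, camera adjusted p = 0.14 after scaling) in senescent leaves. Of 15 genes of vascular tissue they were 4 higher and 4 lower (6 and 2 after scaling by the median ratio, camera adjusted p = 0.19, and adjusted p = 0.35 with an estimated correlation) in terminal buds, 2 higher and 1 lower (camera adjusted p = 0.55, and adjusted p = 0.73 with an estimated correlation) in young leaves, 5 higher and 5 lower (4 and 8 after scaling by the median ratio, camera adjusted p = 0.31, and adjusted p = 0.46 with an estimated correlation) in mature leaves and 4 higher and 3 lower (3 and 5 after scaling by the median ratio, camera adjusted p = 0.8, and adjusted p = 0.92 with an estimated correlation) in senescent leaves. Where no count over the list alone is given it was the same. The first camera p takes a low fixed correlation between genes, and for these lists the correlation estimated from the libraries gave no adjusted p under 0.05.
Among the genes with the greatest differences, the F-box protein SKIP19 (Eucgr.E02470) fell from 110.4 ± 41.8 to 1.70 ± 0.323 FPKM in terminal buds and from 190.1 ± 7.24 to 2.36 ± 0.257 FPKM in senescent leaves, and a nerolidol synthase (Eucgr.E03598), which makes a leaf volatile, rose from 2.67 ± 0.757 to 53.6 ± 4.03 FPKM in terminal buds. In young leaves a tropinone reductase homolog (Eucgr.J02019) fell from 72.4 ± 1.84 to 0.186 ± 0.171 FPKM, and the calcium-binding protein CML41 (Eucgr.F01530) rose from 6.62 ± 1.45 to 88.1 ± 5.71 FPKM. In mature leaves a salicylate carboxymethyltransferase (Eucgr.H03343), which makes methyl salicylate, fell from 107.9 ± 2.61 to 0.664 ± 0.12 FPKM (log2 −6.03, limma adjusted p = 2.1e-19). In senescent leaves beta-glucosidase 13 (Eucgr.B03654) rose from 3.23 ± 0.672 to 290.4 ± 26.3 FPKM (log2 6.11, limma adjusted p = 1.5e-15), and the thaumatin-like defence protein Eucgr.H03865 from 11.8 ± 2.03 to 744.3 ± 103.8 FPKM.
Of the 5 duplicated pairs that the paper lists, *EgrGLK3* and *EgrGLK37* kept the most similar course over the 8 group means (r = 0.857, rho 0.786, exact permutation p = 0.00952, adjusted p = 0.0476). The exact test takes the 8 means as exchangeable, although both ploidies share the same stages, so this p may be too small. With the stage as the unit no test was run. *EgrGLK6* and *EgrGLK38* had r = 0.687 (exact permutation p = 0.0708, adjusted p = 0.177), *EgrGLK17* and *EgrGLK19* 0.339 (p = 0.397, adjusted p = 0.496), *EgrGLK27* and *EgrGLK34* −0.045 (p = 0.915, adjusted p = 0.915), and *EgrGLK7* and *EgrGLK39* −0.533 (p = 0.183, adjusted p = 0.305).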
